# ZmNF-YA1 Contributes to Maize Thermotolerance by Regulating Heat Shock Response

**DOI:** 10.3390/ijms25116275

**Published:** 2024-06-06

**Authors:** Yaling Yang, Zhaoxia Li, Juren Zhang

**Keywords:** maize, thermotolerance, nuclear factor Y, *ZmNF-YA1*, transcriptional regulation

## Abstract

*Zea mays* (maize) is a staple food, feed, and industrial crop. Heat stress is one of the major stresses affecting maize production and is usually accompanied by other stresses, such as drought. Our previous study identified a heterotrimer complex, ZmNF-YA1-YB16-YC17, in maize. ZmNF-YA1 and ZmNF-YB16 were positive regulators of the drought stress response and were involved in maize root development. In this study, we investigated whether ZmNF-YA1 confers heat stress tolerance in maize. The *nf-ya1* mutant and overexpression lines were used to test the role of ZmNF-YA1 in maize thermotolerance. The *nf-ya1* mutant was more temperature-sensitive than the wild-type (WT), while the *ZmNF-YA1* overexpression lines showed a thermotolerant phenotype. Higher malondialdehyde (MDA) content and reactive oxygen species (ROS) accumulation were observed in the mutant, followed by WT and overexpression lines after heat stress treatment, while an opposite trend was observed for chlorophyll content. RNA-seq was used to analyze transcriptome changes in *nf-ya1* and its wild-type control W22 in response to heat stress. Based on their expression profiles, the heat stress response-related differentially expressed genes (DEGs) in *nf-ya1* compared to WT were grouped into seven clusters via *k*-means clustering. Gene Ontology (GO) enrichment analysis of the DEGs in different clades was performed to elucidate the roles of ZmNF-YA1-mediated transcriptional regulation and their contribution to maize thermotolerance. The loss function of *ZmNF-YA1* led to the failure induction of DEGs in GO terms of protein refolding, protein stabilization, and GO terms for various stress responses. Thus, the contribution of ZmNF-YA1 to protein stabilization, refolding, and regulation of abscisic acid (ABA), ROS, and heat/temperature signaling may be the major reason why *ZmNF-YA1* overexpression enhanced heat tolerance, and the mutant showed a heat-sensitive phenotype.

## 1. Introduction

Heat stress is a major stress factor in maize production and is usually accompanied by other stresses such as drought or salinity [1,2]. Heat is one of the major restraints to maize plant growth, development, and yield. Heat during the reproductive stages affects pollen viability, pollen growth, fertilization, and kernel development, resulting in grain yield loss [3,4,5]. Heat stress is expected to be a limiting factor in maize production owing to global warming. The 10 warmest years in the historical record have all occurred in the past decade (2014–2023), and NASA announced the summer of 2023 to be the hottest on record [6,7]. Plant scientists and breeders are currently facing a time-sensitive challenge in understanding how plants, especially crops, sense and tolerate high acute stress to feed the increasing global population under climate change and population explosion scenarios.

To cope with unfavorable environmental conditions, plants have evolved sophisticated mechanisms to respond to abiotic stressors. When plants are subjected to heat stress, stress-specific transcriptome changes are regulated by various transcription factors [8,9]. Nuclear factor Y (NF-Y, also named as heme activator protein or CCAAT-binding factor) are heterotrimeric transcription factor that are widely conserved among eukaryotes [10,11]. NF-Y comprises three subunits, NF-YA, NF-YB, and NF-YC, and is broadly diverse among plant species. The trimer binds to a CCAAT element on the promoter of its target gene to regulate its expression [12,13,14]. The current model of the NF-Y heterotrimeric complex suggests that NF-YA provides sequence specificity to the complex by binding to the minor groove of DNA, whereas the NF-YB/NF-YC subunits serve as a platform that stabilizes NF-YA binding [15,16]. Unlike in mammalian cells, individual NF-Y families have expanded considerably across plant lineages. *Arabidopsis thaliana* (*Arabidopsis*) NF-YA, NF-YB, and NF-YC proteins have 10, 13, and 13 members [12,13,14], and these families have expanded to 14, 18, and 18 members or 16, 19, and 17 members for every subunit in maize identified by different groups [17,18], allowing for enormous combinatorial and functional diversity [12,14,18]. Diversification of plant NF-Ys and their interacting proteins suggests that different trimer combinations have different molecular functions in plants. Recently, researchers have elucidated the importance of NF-Ys in plant growth, development, and stress responses [12,13]. However, detailed insights into the functional diversification of each NF-Y subunit remain limited.

Although the NF-Y complex has not been biochemically characterized in plants, several subunit genes have been studied using genetic and reverse genetic analyses, particularly in the model plant *Arabidopsis*. Several NF-Ys have been found to be involved in the control of organ development and flowering (*NF-YA1*, *NF-YA4*, *NF-YB2*, *NF-YB3*, *NF-YC3*, *NF-YC4*, and *NF-YC9*) [19,20,21]. Mutant analysis showed that NF-YA genes are functionally redundant and are required for embryogenesis, juvenile-to-adult transition, male gametogenesis, and seed development, and these processes occur at least partly through miR169-mediated post-transcriptional regulation [22,23,24]. NF-YAs contribute to abiotic stress by forming specific complexes, such as NF-YB3 and NF-YC2 interacting with bZIP28 and NF-YA4 in ER stress [25]; NF-YA2-NF-YB3-DPB3-1 in the heat stress response [26]; and NF-YC–RGL2 in integrating GA and ABA signaling [27]. Different combinations of trimers, that is, the diversification of plant NF-Ys and their interactors, may be one of the reasons why NF-Ys participate in most, if not all, plant development, growth, reproduction decisions, and stress responses. Their roles are conserved and complicated in crop plants because the gene families encoding each of the three NF-Y subunits have expanded. As these families of TFs play important roles in development and stress responses, plant scientists have focused on understanding their roles and value in crop engineering breeding. In rice, NF-YC12 is a key multifunctional regulator of seed storage substance accumulation, and the NF-YB1-YC12-bHLH144 complex directly activates *Waxy* to regulate grain quality [28,29]. OsNF-YB9, a rice LEC1-like transcription factor, interacts with an endosperm-specific sucrose synthase protein kinase and functions in seed development, reproductive growth, and development [30,31]. OsNF-YB1 regulates grain filling and endosperm development by interacting with ERF [32]. *OsNF-YC2* and *OsNF-YC4* inhibit flowering in rice under long-day conditions [33,34] *OsNF-YC10*, a seed-preferentially expressed gene, regulates grain width by affecting cell proliferation [35]. *OsNF-YC5* and *NF-YC13* are involved in salt stress response, although their contributions differ [36,37]. *OsNF-YA7* confers drought stress tolerance in rice in an ABA-independent manner [38]. Overexpression of *OsHAP2E* confers resistance to pathogens, salinity, and drought and increases photosynthesis and tiller number [39].

Being a widely cultured crop, the biological roles of maize NF-Y genes remain limited, although NF-Y plays an important role in plant development, response, and adaptation to stress. ZmNF-Y genes have been identified in maize with tissue-specific expression patterns at different developmental stages and responses to various abiotic and biotic stressors [40,41,42]. Great success in maize stress-tolerant breeding was reported by Nelson et al., who found that *ZmNF-YB2* confers drought tolerance and leads to improved corn yield in water-limited acres [42]. ZmNF-YA3 interacts with CONSTANS-like (CO-like) and flowering promoting factor 1, and the complex regulates flowering time and abiotic stress responses [43]. *ZmNF-YC12* was highly induced by drought and rewatering treatments. The Gal4-LexA/UAS system and a transactivation analysis demonstrated that ZmNF-YC12 is a transcriptional activator that regulates drought resistance and recovery ability [17]. Silencing of *ZmNF-YC12* reduced net photosynthesis and other physiological indexes and led to the reduction of drought resistance and the recoverability of maize [17]. ZmNF-YC13 functions as a transcriptional regulator and, together with ZmNF-YBs and ZmNF-YA3, affects plant architecture by regulating the expression of *ZmWRKY76* and *ZmBT2* [44]. The ZmNF-YC1-ZmAPRG pathway modulates low phosphorus tolerance in maize [45]. As plant biologists and breeders, we investigated the role of NF-Ys in abiotic stress response in maize.

Our previous study showed that overexpression of *ZmNF-YB16* improved drought resistance and yield by enhancing photosynthesis and the antioxidant capacity of maize plants [46], after which one heterodimer complex, ZmNF-YB16-YC17, was identified in maize and entered the nucleus to form a heterotrimer with ZmNF-YA1 or ZmNF-YA7 when subjected to osmotic stress [47]. ZmNF-YA1 and its interactor, ZmNF-YB16, are positive regulators of abiotic stress responses and are involved in the root development of maize [47]; however, the downstream networks of the two do not completely overlap. To be a positive regulator of osmotic stress and to work together with ZmNF-YB16-YC17, we were interested in the role of ZmNF-YA1 in the heat stress response of maize and whether it could be a candidate for genetic engineering breeding. In this paper, the morphology, growth of maize under moderate heat stress conditions were evaluated using *ZmNF-YA1* transgenic lines and mutant. Similar to the drought tolerance observed previously, *ZmNF-YA1* was found to be a positive regulator of heat tolerance. Higher malondialdehyde content and ROS accumulation were observed in the mutant, followed by WT and overexpression lines after heat stress treatment, while an opposite trend was observed for chlorophyll content. Transcriptome analysis showed that the loss function of *ZmNF-YA1* led to broad biological changes from transcriptional regulation to photosynthesis. One of the processes regulated by ZmNF-YA1 and played important role in heat stress responses is protein refolding. The contribution of ZmNF-YA1 to protein stabilization and the regulation of abscisic acid (ABA), ROS, and heat/temperature signaling may be the major reason why *ZmNF-YA1* overexpression enhanced heat tolerance and the mutant showed a heat-sensitive phenotype.

## 2. Results

### 2.1. Expression Profile of ZmNF-YA1 in Maize Heat Stress Response

Our previous result showed that ZmNF-YA1 could interact with the ZmNF-YB16-YC17 heterodimer to exert its biological function [47]. The evolutionary tree was conducted using ZmNF-YA1 and the members in this subgroup. Sequence alignment showed that five maize NF-YA members existed in the clade of ZmNF-YA1, with a high sequence similarity to *Arabidopsis* NF-YA3 (AtNF-YA3) and OsNF-YA1 in rice (Figure S1A). *ZmNF-YA1* expression was the highest in embryos, followed by ears and leaves (Figure S1B–D). The expression of *ZmNF-YA1* was higher in leaves than in roots during the vegetative growth stage [47].

Changes in the expression of *ZmNF-YA1* in maize during heat stress were examined using quantitative reverse transcription real-time PCR (qRT-PCR), as shown in Figure S1E. Leaves from 10-day-old seedlings subjected to different heat stress treatments were used in this study. Three different temperatures, 39 °C (moderate heat stress), 42 °C (heat shock stress), and 45 °C (severe heat stress), were selected for the heat stress treatment. As shown in Figure S1E, *ZmNF-YA1* was an early heat-induced gene, as upregulation was observed after 15 min of heat treatment, with the highest peaks at 1 h, followed by a decrease. As the temperature increased, a higher induction of *ZmNF-YA1* and time to reach the highest levels were observed. Expression pattern analysis indicated that ZmNF-YA1 may participate in maize heat stress response.

### 2.2. Expression of ZmNF-YA1 in the Mutant and Overexpression Lines

Mutant and overexpression lines were used to test the effects of *ZmNF-YA1* on maize thermotolerance. The *nf-ya1* homozygous mutant lines, which had no *ZmNF-YA1* transcripts, and its wild-type control maize inbred line W22 were used in this study. Another group used was T4 generation homozygous *ZmNF-YA1* overexpression lines and their transgene donor line DH4866. Independent *ZmNF-YA1* overexpression lines were produced by *Agrobacterium tumefaciens*-mediated maize shoot-tip transformation described in our previous study [47]. Mutant and transgenic maize plants were confirmed using a PCR assay with *bar* gene-specific primers, and homozygous lines were selected for further analysis. The expression levels of *ZmNF-YA1* were obviously higher than those in DH4866 under heat stress treatment because the transgene *ZmNF-YA1* was driven by the *AtRD29A* promoter [48], which is an abiotic stress-inducible promoter in *Arabidopsis*, in the overexpression lines. Major differences were detected between transgenic, WT, and mutant plants under normal control and heat stress conditions. Before treatment, *ZmNF-YA1* transcript levels in the overexpression lines were 1.75- to 2.04-fold higher than those in the WT, whereas in the mutant, they were approximately 0.1-fold higher than those in the W22. When subjected to heat stress, *ZmNF-YA1* transcript levels were induced by approximately 3.5-fold in the WT (DH4866 and W22) plants after 1 h of heat stress treatment compared to the value before heat treatment. *ZmNF-YA1* transcript levels were much higher (Figure 1) because of the heat-induced transgene (driven by the *AtRD29A* promoter) and endogenous *ZmNF-YA1* in the overexpression lines.

After the preliminary test, a time-course experiment was performed at three different temperatures: moderate heat stress (39 °C), heat shock stress (42 °C), and severe heat stress (45 °C). As shown in Figure 2, *ZmNF-YA1* was upregulated after 15 min of heat treatment in all lines, except *nf-ya1*. The highest peaks were observed after 1 h of treatment at 39 °C moderate heat stress and 42 °C heat shock stress, whereas the highest peak was observed after 0.5 h of treatment at 45 °C severe heat stress. The *ZmNF-YA1* overexpression lines had higher *ZmNF-YA1* transcripts, and the mutant had lower *ZmNF-YA1* transcripts than the WT before and after heat stress.

### 2.3. ZmNF-YA1 Functions as a Positive Regulator in Maize Thermotolerance

We investigated whether *ZmNF-YA1* confers heat stress tolerance in maize because a strong induction of *ZmNF-YA1* was observed in response to heat stress. To answer this question, the phenotypes of the transgene donor inbred line DH4866, *ZmNF-YA1* overexpression plants, mutant, and its control W22 in response to heat stress were examined. A 45 °C severe heat shock stress (Figure 3) was used to determine the survival rate and damage of plants.

Under normal conditions, all plants showed vigorous growth, although the aerial parts of the transgenic lines were slightly larger than those of the WT plants. Major differences were evident after 6 h of heat treatment at 45 °C (Figure 3B). Wilting was more severe in the mutants than in the wild-type and transgenic lines. The survival rate showed similar trends, that is, a positive correlation between *ZmNF-YA1* levels and heat tolerance was observed. Malondialdehyde (MDA) and reactive oxygen species (ROS) are indicators of cell damage. Higher MDA content and ROS accumulation were observed in the mutant line, followed by WT and overexpression lines after heat stress treatment (Figure 3E,F and Figure S2), whereas an opposite trend was observed for the chlorophyll content. The MDA content of the mutant line was approximately 140% that of WT at 6 h heat stress treatment, whereas the MDA content of the overexpression lines was approximately 80% that of WT (Figure 3C). Chlorophyll a and chlorophyll b contents were reduced after 6 h of severe heat stress, particularly chlorophyll b. All differences in morphological and physiological changes demonstrated that the *nf-ya1* plants were heat-sensitive, and overexpression of *ZmNF-YA1* enhanced maize heat tolerance. *ZmNF-YA1* positively regulated maize thermotolerance.

### 2.4. Comparative Transcriptome Analysis of Maize nf-ya1 and W22 in Heat Stress Response

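RNA-seq compared leaves of 2 genotypes, the inbred line W22 and *nf-ya1*, a line in the W22 background with a Mutator insertion in *ZmNF-YA1* (Zm00001eb005690). Each genotype was sampled before heat stress (0 h), after 1 h at 39 °C (1 h) and after 2 h of recovery (R2h), with 3 libraries in each of the 6 groups. The sample titles and Table S1 give these times, while the deposited protocol text gives 6 h of heat stress and 2 d of recovery. The times of the titles are used here. Neither the titles nor Table S1 states how long the R2h plants had been heated, so R2h need not follow the 1 h treatment. In the paper's methods, seedlings for qRT-PCR were heated for longer than 1 h before their R2h sample. The paper does not state whether the RNA-seq plants were treated alike. Reads from the BGISEQ-500 platform were filtered to clean reads and aligned by BGI to the maize B73 V5 genome and its gene set. Table S1 lists 44.13 to 44.76 M clean reads per library (median 44.65 M), with group medians of 44.53 to 44.72 M. Of these reads 96.29 to 97.45% mapped to the genome and 74.45 to 78.4% to the gene set. The values the authors deposited are FPKM of 36321 genes, of which 33388 have a gene set ID and 2933 do not. Each library summed to 804977 to 928910 FPKM and listed 24637 to 28580 genes above 0. The 20 highest genes of a library held 15.68 to 27.08% of its FPKM, with the largest shares in W22 at 1 h (25.9 to 27.08%). Replicates of a group (18 pairs) held identical values in 1.29 to 3.34% of the genes above 0 in either library, and libraries of different groups (135 pairs) in 0.53 to 2.38%, so none of the 18 libraries is a copy of another.

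*ZmNF-YA1* was above 0 in all 18 libraries. In W22 its FPKM was 23.12, 22.79 and 26.55 at 0 h, 49.63, 43.66 and 39.09 at 1 h, and 11.35, 15.13 and 12.42 at R2h. In the libraries labelled *nf-ya1* it was 13.01, 12.6 and 21.15 at 0 h, 43.15, 36.09 and 27.03 at 1 h, and 8.97, 12.89 and 9.38 at R2h. The means of the libraries labelled *nf-ya1* were 64.5%, 80.3% and 80.3% of the W22 means at 0 h, 1 h and R2h. The log2 fold change of *ZmNF-YA1* in *nf-ya1*/W22 (limma, log2(FPKM + 1), Benjamini-Hochberg adjusted p) was −0.64 at 0 h (SE 0.20, adjusted p 0.0182), −0.33 at 1 h (SE 0.20, adjusted p 0.206) and −0.30 at R2h (SE 0.20, adjusted p 0.297). The 3 libraries of each genotype did not overlap at 0 h and overlapped at 1 h and R2h. FPKM of a gene do not show whether its transcript was full-length. Because the FPKM were not absent from them, these 9 libraries are called the libraries labelled *nf-ya1*. Every direction of *nf-ya1*/W22 is a direction between the labels. Heat stress raised *ZmNF-YA1* in W22 by a log2 fold change of 0.84 (SE 0.20, adjusted p 0.00235) and in the libraries labelled *nf-ya1* by 1.15 (SE 0.20, adjusted p 0.000103). These rises depended on the scale of the libraries, and were 1.43 and 2.13 with median-ratio scaling and 1.16 and 1.86 with quantile normalization.

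**Figure D1:**
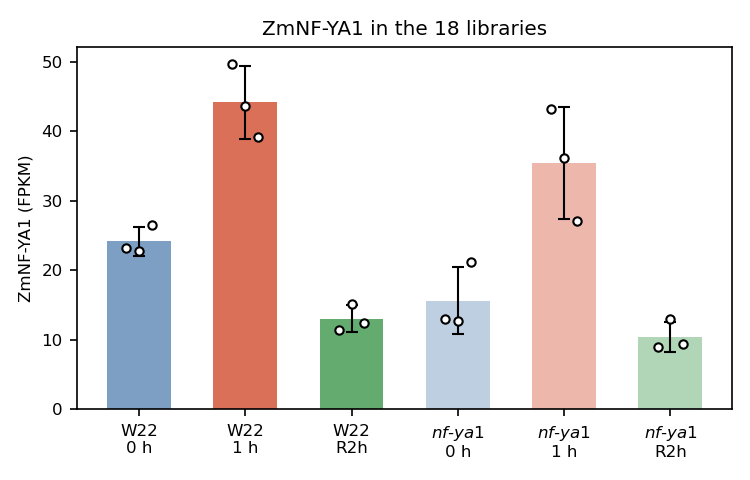
FPKM of *ZmNF-YA1* by genotype label and time point. Circles are the 3 libraries of a group, bars their mean and error bars the SD.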

To understand the role of *ZmNF-YA1* in maize thermotolerance, RNA-seq was used to analyze transcriptome changes in W22 and *nf-ya1* plants in response to heat stress (GES268429). 

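The deposited FPKM were tested as log2(FPKM + 1), a scale that understates changes of genes with low FPKM. Of the 36321 genes, 22572 had an FPKM of at least 1 in at least 3 of the 18 libraries, and these were fitted with 1 mean per group (limma with an intensity trend). A gene was called a DEG at an adjusted p of 0.01 or less and an absolute log2 fold change of at least 1, and the interaction is the *nf-ya1*/W22 log2 fold change at 1 h minus that at 0 h. In data simulated from these libraries, 92% of 200 changed genes and 2 of 22372 unchanged genes were called. The changed genes were drawn from those of higher FPKM and shifted by more than the threshold, with the same spread in every group. These shares thus do not describe genes of low FPKM, changes near the threshold or groups of unequal spread. The median log2 fold change of all tested genes was 0.24, −0.05 and −0.02 in *nf-ya1*/W22 at 0 h, 1 h and R2h. It was −0.51 for 1 h/0 h and 0.13 for R2h/0 h in W22, and −0.92 and −0.09 in the libraries labelled *nf-ya1*, with −0.35 for the interaction. Median-ratio scaling moved these medians by up to 0.75 (*nf-ya1* 1 h/0 h), by 0.41 for W22 1 h/0 h, and by −0.14 and 0.15 for *nf-ya1*/W22 at 0 h and 1 h. Quantile normalization moved them by 0.75, 0.45, −0.32 and −0.06 in the same order. Since FPKM hold only shares of a library, the changes of gene families are also given relative to the median of all genes. The copies of the supplement used here hold 1996 of the 15833 genes of Table S2 and 465 of the 33388 of Table S3, and the latter equal the deposited values.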

Differentially expressed genes (DEGs) were identified by comparing the genotypes (*nf-ya1* vs. W22) and growth conditions (treatment vs. normal) (Figure S3A and Tables S1–S3). Principal component analysis (PCA) showed obvious differences between the *nf-ya1* mutant and W22 under normal conditions, as well as under heat stress treatment (Figure S3B). 

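On gene-centred log2(FPKM + 1) of the tested genes, the first 3 principal components held 45.8%, 22.8% and 11.9% of the variance. The 1 h libraries lay at 105.2 to 137.1 on component 1 and all others at −92.8 to −28.7. On component 2 the W22 libraries lay at −62.1 to −45.4 and the libraries labelled *nf-ya1* at 5.8 to 97.3. Over all tested genes, the distance between the genotype means was 2.53, 2.64 and 2.52 times the spread of libraries within the groups at 0 h, 1 h and R2h. The closest pair of libraries with different labels was farther apart (158.78, 140.07 and 123.99) than the most distant replicates (123.08, 123.15 and 100.1). Leaving out replicate 3 of the libraries labelled *nf-ya1* at 1 h moved a ratio most, to 3.53 at 1 h, and a pseudocount of 0.01 lowered the ratios to 2.21, 2.16 and 2.16. Replicates correlated across genes, which are not independent observations, at 0.978 to 0.990 in W22. The correlations were 0.913 to 0.937 in the libraries labelled *nf-ya1* at 0 h, 0.923 to 0.973 at 1 h and 0.946 to 0.978 at R2h.

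**Figure D2:**
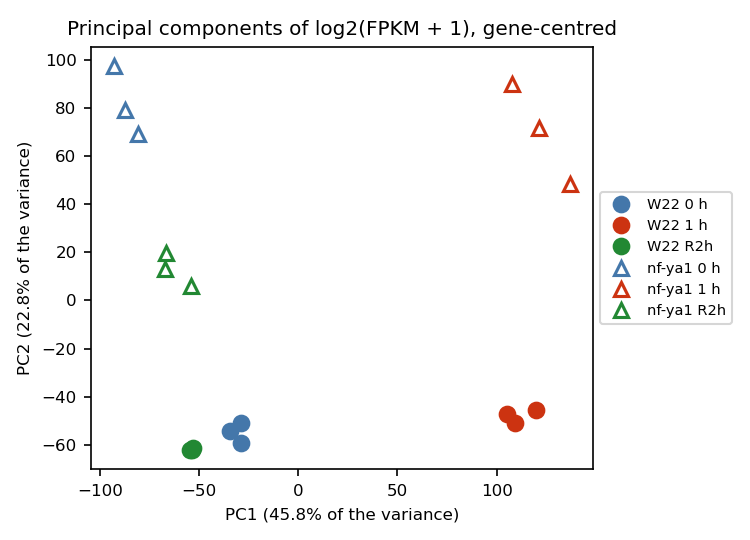
Principal components 1 (x axis) and 2 (y axis) of gene-centred log2(FPKM + 1) of the tested genes. Filled circles are W22 libraries and open triangles libraries labelled *nf-ya1*, coloured by time point.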

Based on a generalized linear model analysis using the Dr. Tom system from BGI (https://www.bgi.com/global/service/dr-tom, accessed on 23 April 2023), DEGs from the comparison of time-course and between genotypes were identified with an adjusted FDR less than 0.01 and an absolute fold value greater than 1 (Figure S3C). 

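After 1 h of heat stress, 1307 genes were higher and 4674 lower in W22, and 1719 were higher and 9865 lower in the libraries labelled *nf-ya1*. After recovery, 893 genes were higher and 422 lower than at 0 h in W22, and 1555 were higher and 2610 lower in the libraries labelled *nf-ya1*. The excess of lower genes at 1 h depended on the scale of the libraries. With median-ratio scaling 2191 genes were higher and 1770 lower in W22 (55.3% higher against 21.9% on FPKM as deposited), and 3150 and 3103 in the libraries labelled *nf-ya1* (50.4% against 14.8%). Quantile normalization gave 2033 and 1674 in W22 and 3097 and 2946 in the libraries labelled *nf-ya1*. For W22 R2h/0 h the numbers became 544 and 528 with median-ratio scaling and 537 and 523 with quantile normalization (50.7% higher in both, 67.9% as deposited). Quantile normalization raised the higher share of *nf-ya1* R2h/0 h from 37.3% to 48.7% (1961 higher, 2066 lower). A test against a log2 fold change of 1 (treat) lowered the numbers most, to 560 higher and 874 lower in W22 and 968 and 3731 in the libraries labelled *nf-ya1* at 1 h. In 72.4% (W22) and 72.9% (labelled *nf-ya1*) of the tested genes the 3 libraries at 1 h did not overlap those at 0 h, against 10% by chance.

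The heat responses of the 2 genotypes shared 953 higher and 3426 lower genes, and 40 genes were called in opposite directions. Their log2 fold changes correlated across genes at 0.68, where simulated groups without changes gave 0. The largest increases in W22 among genes with a mean FPKM of at least 10 were those of Zm00001eb081770, from 3.00 ± 1.20 to 3092 ± 61.8 FPKM (mean ± SD; log2 fold change 9.65, SE 0.33, adjusted p 1.96e-11), and Zm00001eb125030, from 0.50 ± 0.24 to 1101 ± 59.6 (9.53, SE 0.32, adjusted p 1.95e-11). The largest decreases were those of Zm00001eb391360, from 60.9 ± 14.0 to 0.41 ± 0.21 (log2 fold change −5.44, SE 0.24, adjusted p 2.44e-10), and Zm00001eb272090, from 186, 212 and 38.5 to 2.07 ± 1.56 (−5.40, SE 0.68, adjusted p 8.51e-06).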

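At 0 h, 3365 genes were higher and 1129 lower in the libraries labelled *nf-ya1*, in which *ZmNF-YA1* was not absent, so that 74.9% of the called genes were higher. Quantile normalization moved this split most, to 2053 higher and 1817 lower (53%), and median-ratio scaling gave 2647 and 1326 (66.6%). All of these 2647 genes were among the 3365. A fit of the 6 libraries at 0 h alone called 2172 and 610 genes, and the treat test 899 and 190. The main fit shares its variance over all groups, while replicates correlated least in the libraries labelled *nf-ya1* at 0 h (0.913 to 0.937). The numbers of the main fit at 0 h may therefore be too high. With any of the 18 libraries left out, 2672 to 3451 genes were higher and 882 to 1238 lower. The libraries of the 2 labels did not overlap in 55.6% of the tested genes, against 10% by chance. The *nf-ya1*/W22 fold change at 0 h and the W22 heat response share the W22 libraries at 0 h, which by itself gives a correlation across genes of 0.50 in simulated groups; the observed value was 0.01.

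The largest increases at 0 h were those of Zm00001eb161410, with 0, 0 and 3.56 FPKM in W22 and 4312, 5309 and 3043 in the libraries labelled *nf-ya1* (log2 fold change 11.28, SE 1.82, limma adjusted p 0.000151), and Zm00001eb161390, from 0.09 ± 0.15 to 846 ± 260 (9.57, SE 1.40, adjusted p 6.35e-05). Zm00001eb381070 was at 157 ± 12.7 FPKM in W22 at 0 h and listed at 0 in the 3 libraries labelled *nf-ya1*. Zm00001eb032600 was at 198, 230 and 47.2 in W22 and at 2.05, 0.23 and 2.68 in the libraries labelled *nf-ya1* (log2 fold change −5.76, SE 0.81, adjusted p 4.26e-05).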

Under normal conditions, 4147 DEGs showed higher expression levels in the *nf-ya1* mutant than in W22, and 2014 DEGs showed lower expression levels in the *nf-ya1* mutant than in W22 (Figure S3C). When subjected to heat stress treatment for 1 h, 4253 DEGs had higher expression levels in the *nf-ya1* mutant than in W22, 2044 DEGs showed lower expression levels in the *nf-ya1* mutant than in W22, 2446 DEGs had higher expression levels in the *nf-ya1* mutant than in W22, and 1246 DEGs had lower expression levels in the *nf-ya1* mutant than in W22 when recovered (Figure S3C). 

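At 1 h, 2046 genes were higher and 1655 lower in the libraries labelled *nf-ya1*, in which *ZmNF-YA1* overlapped that of W22, and at R2h 1161 were higher and 699 lower. Median-ratio scaling changed the split at 1 h to 3159 higher and 1259 lower (71.5% higher against 55.3%), while quantile normalization gave 2168 and 1747. At R2h the scalings gave 1116 and 518 (median-ratio) and 1021 and 718 (quantile). The labels did not overlap in 55.5% of the tested genes at 1 h and 51.7% at R2h, against 10% by chance. At 1 h Zm00001eb346950 was listed at 0 in the W22 libraries and at 489, 465 and 396 FPKM in the libraries labelled *nf-ya1*. Zm00001eb011880 was at 2.84, 0 and 0 in W22 and 4694, 2303 and 40.9 in the libraries labelled *nf-ya1* (log2 fold change 8.94, SE 1.37, limma adjusted p 9.41e-05). Zm00001eb060570 fell from 1452 ± 41.1 in W22 to 18.2 ± 12.6 (−6.53, SE 0.63, adjusted p 1.54e-06), and Zm00001eb381070 was at 181, 124 and 97.9 in W22 and again listed at 0 in the other 3 libraries. At R2h Zm00001eb381070 was at 10.84, 146.85 and 67.68 in the libraries labelled *nf-ya1* and at a mean of 50.95 in W22, so the line did not lack it. Of the calls at 0 h and 1 h, 961 genes were higher and 388 lower at both times, 28 were higher at 0 h and lower at 1 h, and 40 the reverse. The fold changes at 0 h and 1 h, which share no library, correlated across genes at 0.52, against 0.01 in simulated groups without changes.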

Under all conditions, more upregulated than downregulated DEGs were observed in the comparison of *nf-ya1*/W22 (Figure S3C, right panel). To confirm these results, 10 genes with different transcript abundances were validated using qRT-PCR (Figure S4). 

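At R2h 62.4% of the genes called were higher in the libraries labelled *nf-ya1*. At 0 h and R2h higher genes outnumbered lower ones under every alternative tried. At 1 h they did not with genes of a mean FPKM of at least 5 (1272 higher, 1362 lower), without a fold change threshold (3017 and 4276), or without replicate 1 of W22 at 1 h (1723 and 1788). At all 3 times 336 genes were higher and 116 lower. Over the alternatives these numbers ranged from 33 to 585 and from 9 to 269, with the lowest under the treat test.

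**Figure D3:**
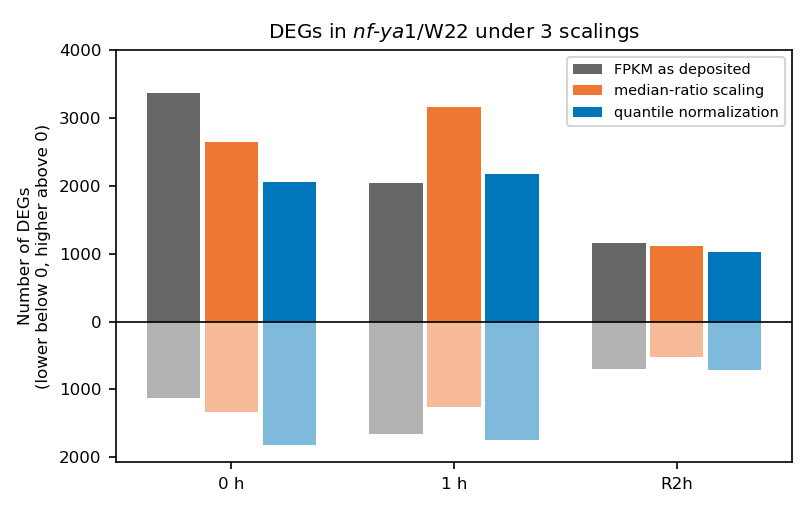
Number of genes called higher (above 0) and lower (below 0) in *nf-ya1*/W22 at each time point (x axis). Colours are FPKM as deposited, median-ratio scaling and quantile normalization.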

The expression levels of these genes were consistent between the two detection methods.

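By the direction of their calls in W22 1 h/0 h and in *nf-ya1*/W22 (at 0 h or 1 h), DEGs fell into 4 groups. The groups overlap, since a gene called in opposite directions at 0 h and 1 h counts in both a higher and a lower group. Genes higher after heat stress comprised 291 that were lower in the libraries labelled *nf-ya1* and 241 that were higher. Genes lower after heat stress comprised 903 that were higher in the libraries labelled *nf-ya1* and 600 that were lower. If the calls were independent, 139, 258, 921 and 496 genes would be expected in this order. By themselves, the W22 libraries shared by these comparisons give correlations across genes with the W22 heat response in simulated groups. These were 0.50 at 0 h and −0.50 at 1 h (observed 0.01 and −0.08). In 20 simulations without changed genes, each of the 4 groups held 0 genes. How far the shared libraries raise or lower the 4 counts when genes do change was not tested. The treat test moved the numbers most (34, 29, 62 and 36), and median-ratio scaling gave 447, 439, 570 and 327. The 13146 genes called after 1 h of heat stress in at least 1 genotype were divided into 7 clusters by *k*-means on z-scores of the 6 group means of log2(FPKM + 1). The cluster highest in W22 at 1 h had 1294 genes, the cluster highest in the libraries labelled *nf-ya1* at 1 h had 734, and the cluster highest in W22 at 0 h had 1162.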

Based on the gene expression profiles of the different genotypes and heat stress conditions, the DEGs were divided into different groups, as shown in Figure 4A,B. The heat stress response DEGs in *nf-ya1* and W22 were grouped into seven clusters via *k*-means clustering (Figure 4C), and the Akaike information criterion was used to select the optimal number of clusters K. The representative expression profiles of *nf-ya1* and W22 in response to heat are shown in Figure 4D. Among the seven clusters, Clusters 1, 2, 6, and 7 were the most interesting because they were ZmNF-YA1-regulated DEGs and involved in the heat stress response. The DEGs in Cluster 1 showed a heat stress-induced pattern in *nf-ya1* and W22; however, the induced fold changes were much higher in W22 than in *nf-ya1* under heat stress conditions. 

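In the cluster highest in W22 at 1 h, taken as Cluster 1, the mean z-score rose from −0.48 to 1.22 in W22 and from −0.79 to 0.88 in the libraries labelled *nf-ya1*. The median log2 fold change by heat stress was 1.64 in W22 and 1.72 in the libraries labelled *nf-ya1*, and 1097 and 992 of the genes were called higher. In a test of the difference between these responses, 169 genes responded more and 134 less in the libraries labelled *nf-ya1*. Between the labels the median log2 fold change of this cluster was −0.27 at 0 h (211 genes lower, 27 higher) and −0.14 at 1 h (192 lower, 63 higher), where the lower level at 1 h follows in part from the choice of the cluster. The settings counted were the main one, the alternatives that gave such a cluster and every library left out. The treat test and clusters from genes called in any of 7 comparisons gave none. The median was larger in the libraries labelled *nf-ya1* in 28 settings, the main one included, equal in 1 and larger in W22 in 4. These 4 were a fit of only the groups compared (1.62 in W22, 1.35 labelled *nf-ya1*), no fold change threshold (1.34, 1.29), clusters from the genes of the 4 groups (1.73, 0.61) and z-scores of FPKM (1.58, 1.34). All fits that left out 1 library were among the 28 and repeat the main setting. The paper states that FPKM were clustered, so z-scores of FPKM come nearest to its scale. The genes of the 4 groups come nearest to the DEGs its abstract describes, but were selected by their difference between the labels.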

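In the cluster highest in the libraries labelled *nf-ya1* at 1 h, the median log2 fold change by heat stress was 0.40 in W22 and 1.79 in the libraries labelled *nf-ya1*. In W22 183 of these genes were called higher after heat stress, and in the libraries labelled *nf-ya1* 694. At 1 h 559 of them were higher in the libraries labelled *nf-ya1* than in W22 (median log2 fold change 1.65). The cluster was picked by its high mean under this label, so a larger response there is fixed by the selection. The size of this cluster ranged from 299, when only the genes of the 4 groups were clustered, to 1883, when genes called in any comparison were.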

The DEGs in Cluster 2 were heat stress-induced; however, the induced fold changes were much lower in W22 than in *nf-ya1* under heats tress conditions. These DEGs were heat-induced genes that were repressed (Cluster 1) or activated (Cluster 2) by ZmNF-YA1. In contrast, Clusters 6 and 7 were down-regulated by heat and were positively (Cluster 7) or negatively (Cluster 6) regulated by ZmNF-YA1. In addition to the DEGs regulated by heat and ZmNF-YA1, thousands of DEGs were found when comparing *nf-ya1* and W22. 

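Over all tested genes, the interaction called 956 genes whose response to heat stress was higher in the libraries labelled *nf-ya1* and 2894 for which it was lower. Median-ratio scaling turned this split to 1718 higher and 1331 lower (56.3% against 24.8% higher), and quantile normalization to 1420 and 1215 (53.9%). In Cluster 2, 415 genes were called higher and 4 lower, with a median of 1.46, and in Cluster 1 the median was 0.16. From these profiles the paper concludes that ZmNF-YA1 represses heat-induced genes of 1 cluster and activates those of the other. It reasons from a larger response to heat stress in W22 than in *nf-ya1* for Cluster 1 and a smaller one for Cluster 2. Here the clusters were picked by the group in which they were highest, so the direction between the labels in Cluster 2 is fixed by that choice and is no separate evidence. All directions are between labels, since *ZmNF-YA1* was not absent under the *nf-ya1* label.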

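The cluster highest in W22 at 0 h (taken as Cluster 7) had median log2 fold changes of −1.07 in W22 and −1.21 in the libraries labelled *nf-ya1* after heat stress, and 635 and 811 genes were called lower. Its genes, picked as highest in W22, were lower in the libraries labelled *nf-ya1*, which follows in part from that choice, with medians of −0.65 at 0 h (346 called lower), −0.90 at 1 h (482 of 489 called genes lower) and −0.67 at R2h. With median-ratio scaling the cluster had 467 genes with medians of −1.48 in W22 and −0.37 in the libraries labelled *nf-ya1*. None of the 7 clusters was highest in the libraries labelled *nf-ya1* at R2h, the profile by which Cluster 6 was to be matched, and under 11 alternatives such a cluster appeared, with 369 to 3176 genes. The clusters of 1853, 2196 and 2614 genes were highest in the libraries labelled *nf-ya1* at 0 h. In the first of them the median *nf-ya1*/W22 log2 fold change at 0 h was 1.81 (1530 genes called higher), and heat stress lowered it by −0.51 in W22 and −1.78 in the libraries labelled *nf-ya1*. In the cluster of 2196 genes the *nf-ya1*/W22 medians were 0.81 at 0 h and 0.41 at 1 h, with −1.05 and −1.35 after heat stress. These directions follow in part from the choice of clusters highest in the libraries labelled *nf-ya1* at 0 h among genes called after heat stress.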

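At 0 h or 1 h 6778 genes were called in *nf-ya1*/W22, and 4783 of them were not called in W22 1 h/0 h. Of the 6778 genes, 1783 were not called in the heat response of either genotype. Including R2h, 7485 genes were called in *nf-ya1*/W22. Over the alternatives the 1783 ranged from 678 (treat test) to 2881 (median-ratio scaling), and the 6778 from 1587 to 12153.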

GO and pathway analysis no major changes were observed in the heat stress treatment between genotypes, however the more stress related processes in *nf-ya1* compared to W22 (Figures S5–S7). implying that ZmNF-YA1 regulates multiple biological processes, including heat stress response.

### 2.5. ZmNF-YA1 Contributes to the Transcriptional Regulation in Maize Heat Stress Response

To examine the role of ZmNF-YA1, Gene Ontology (GO) enrichment analysis of the DEGs in *nf-ya1* compared to W22 was performed (Figure 5, Figures S5 and S6 and Table S4). GO analysis of genes differentially expressed in *nf-ya1* compared to W22 at both normal and heat stress conditions showed multiple biological processes were significantly adjusted in the *nf-ya1,* such as carbon utilization, growth, development, and response to stimulus (Figures S5A and S6A). Interestingly, the GO terms in response to stimulus in the biological function and the terms protein folding chaperone in the molecular function were significantly altered in the *nf-ya1* compared to W22. Pathway enrichment analysis showed a similar result as that the protein processing in the endoplasmic reticulum (ER) was significantly enriched (Figures S5B and S6B). When mapping to the pathway, both the molecular chaperones in Unfolded Protein Response (UPR) and the molecular chaperones in the cytoplasmic were regulated by *ZmNF-YA1*, such as calreticulin (CRT); luminal binding protein (BIP and GRP94) in the ER; and the heat shock protein (HSP) 40, HSP70, and HSP90 in the cytoplasmic (Figure S7).

Based on the DEGs between the different genotypes and heat stress conditions, GO enrichment analysis of the different clade DEGs was performed too. In Cade 1, which was induced by ZmNF-YA1 (lower expression level in *nf-ya1* compared to W22) and heat stress, the GO terms of protein refolding, protein stabilization, chaperone-mediated protein folding, protein complex oligomerization, de novo post-translational protein folding, and protein folding were considerably enriched (Figure 5A). 

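The group higher after heat stress and lower in the libraries labelled *nf-ya1* comprised 135 genes called at 0 h and 197 called at 1 h, with 41 called at both. Its genes included 14 of the 31 HSP20 genes of Fig. 6C, 3 of 15 DnaJ, 2 of 11 HSP70, 3 of 10 HSP90 and 1 of 6 Cpn60 genes. The group higher after heat stress and higher in the libraries labelled *nf-ya1* held 2, 1, 6, 4 and 2 genes of the same families. The groups overlap, and the 2 HSP20 genes were in both, being called lower at 0 h and higher at 1 h. They were Zm00001eb395360 (*nf-ya1*/W22 log2 fold changes −1.82 and 1.35) and Zm00001eb337690 (−1.09 and 1.14). The HSP70 gene Zm00001eb351340 (−1.43 and 1.47) was in both too. The paper does not state how the genes of Fig. 6C were chosen, and the GO terms were not analysed here.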

GO terms in stress responses, such as response to H_2_O_2_, response to heat, response to hypoxia, cellular response to decreased oxygen levels, response to reactive species, response to oxygen levels, abscisic acid-activated signaling pathway, cellular response to abscisic acid stimulus, response to salt stress, response to temperature stimulus, and response to osmotic stress, were significantly enriched in this clade too.

In contrast to the DEGs induced by ZmNF-YA1 and heat stress, the GO terms enriched in the clades of DEGs repressed by ZmNF-YA1 and heat stress were different. As shown in Figure 5B, the GO terms of organ development and growth were considerably enriched, particularly in the reproductive development processes. The GO terms photomorphogenesis, floral organ development, flower development, and reproductive shoot system development were at the top, followed by several biosynthesis and metabolic processes related to growth, such as cell wall organization and biogenesis. Stress causes growth retardation, and developmental stage transition was observed in the plant heat stress response. These clades of DEGs (ZmNF-YA1 and heat stress) might contribute to growth and development under heat stress. Various GO terms were found in the clades shown in Figure 5C,D, indicating that ZmNF-YA1 regulates multiple processes, including the heat stress response.

### 2.6. Effect of ZmNF-YA1 on Maize’s Heat Stress Response

Heat shock transcription factors are transcription factors that play a central role in activating the expression of heat shock proteins, the molecular chaperones in the cell [51,52]. As shown in Figure 6A and Figure S8, heat shock transcription factor (*hsftf*)*10* and *hsftf13* were induced by moderate heat stress and recovered to normal levels; however, their expression levels were lower in *nf-ya1* after 1 h of heat stress treatment for *hsftf10* and *hsftf13*. Their expression levels in the *ZmNF-YA1* overexpression plants were higher WT. In contrast, 12 of the identified heat shock transcription factors were induced by moderate heat stress and then recovered to normal levels, whereas in *nf-ya1*, the levels of these 12 heat shock transcription factors were considerably higher than those in the W22 plants (Figure 6B and Figure S8). The loss of function of *ZmNF-YA1* not only changed the expression of heat shock transcription factors when subjected to heat stress but also led to changes under normal conditions and during the recovery stage (Figure 6B and Figure S8). For example, *hsftf10* and *hsftf18* showed major differences in the expression levels between the *nf-ya1* line and W22 before and after heat stress, with a higher level in W22, which faded at R2h.

Heat shock proteins function as chaperones to prevent protein misfolding and aggregation and were grouped into different classes according to molecular weight: small heat-shock proteins (sHSPs), heat shock protein (HSP)40, HSP60, HSP70, HSP90, and HSP100 [53,54,55,56]. The 31 sHSPs were upregulated by heat in our experiments. It is worth noting that the loss of ZmNF-YA1 function led to a lower expression of sHSPs under normal and heat stress conditions (Figure 6B, left panel and Figure S8). 

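Of the 31 sHSP genes (HSP20 in Fig. 6C), 20 were called higher in W22 after 1 h of heat stress, and also 20 when adjusted over the list alone. The median log2 fold change was 3.96, or 4.47 relative to the median of all genes, over a range of −0.77 to 9.65. It was above 0 in 23 genes and above the median of all genes in 29. A competitive set test with a preset correlation (camera) gave an adjusted p of 3.04e-22, an estimated correlation 0.00941 and a rotation test (fry) 1.15e-09. The set test with estimated correlation moved the p most, and the median ranged from 3.44 (quantile normalization) to 6.01 (genes with a mean FPKM of at least 5). In the libraries labelled *nf-ya1* the median was 5.94. The paper shows this list on the same libraries and does not state how it was chosen, so the tests describe the list.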

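At 0 h the median *nf-ya1*/W22 log2 fold change of the 31 sHSP genes was −1.09 (−1.32 relative to all genes), with 13 genes called lower and 7 higher (15 and 9 over the list alone) over a range of −3.51 to 3.62. A fit of only the groups compared called 5 lower and 6 higher, with the same median. The camera adjusted p was 0.000511 with a preset correlation, 0.319 with an estimated correlation and 0.0491 with fry. At 1 h the median was 0.34 (0.39 relative to all genes), with 5 genes called higher and 1 lower and 22 above 0. The 5 became 11 with median-ratio scaling, 10 at an adjusted p of 0.05, 8 without replicate 2 of the libraries labelled *nf-ya1* at 0 h, and 3 without replicate 3 of W22 or without replicate 1 or 2 of the libraries labelled *nf-ya1* at 1 h. The 1 lower gene was not called in 12 of the 18 fits that left out 1 library. The adjusted p at 1 h was 0.0127, 0.426 and 0.0491 in the same order. The median of the sHSP genes was thus below 0 at 0 h and above 0 at 1 h, and both scalings left these directions unchanged (−1.10 and −1.26 at 0 h, 0.58 and 0.41 at 1 h). The list fell into 2 parts. The 21 genes raised by heat stress had medians of −1.71 at 0 h and 0.15 at 1 h, and the 10 others 1.57 and 0.89. Median FPKM of the 21 genes at 0 h were 40.9 in W22 and 13.3 in the libraries labelled *nf-ya1*, and at 1 h 3090 and 4080. The medians of the 10 others were near the floor, at 0.707 and 6.96 at 0 h and 0.353 and 2.27 at 1 h. All 10 were above 0 in *nf-ya1*/W22 at 1 h, and 3 of them were among the 5 called higher. With a mean FPKM of at least 5, which leaves out genes of low FPKM, the 7 higher calls at 0 h became 0. The response to heat stress of the 31 genes was larger in the libraries labelled *nf-ya1* by a median log2 difference of 1.58 (10 genes called higher, 1 lower; adjusted p 4.05e-07 preset, 0.144 estimated, 0.00607 fry). FPKM of *ZmNF-YA1* were not at 0 in these libraries, so the medians cannot be taken as those of a complete loss of its transcript. Whether a full-length transcript was present was not analysed here.

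**Figure D4:**
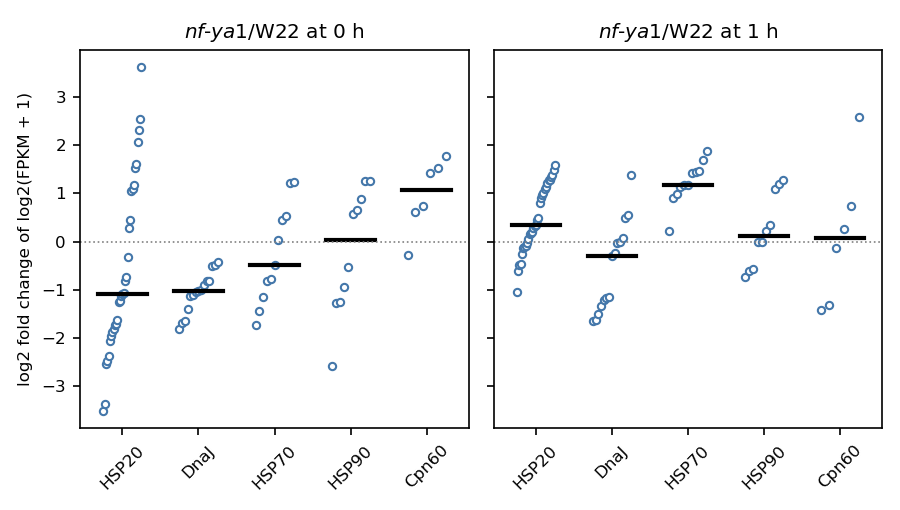
*nf-ya1*/W22 log2 fold change (y axis) of the genes of 5 families of Fig. 6C (x axis) at 0 h and 1 h. Circles are genes ordered by value and bars the family medians.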

DnaJ encodes the DnaJ protein, which is also known as HSP40. The expression of 15 DnaJ genes was lower in the mutant line than in the W22 line. 

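All 15 DnaJ genes were below 0 in *nf-ya1*/W22 at 0 h (−1.81 to −0.42, median −1.03, or −1.26 relative to all genes), and 7 were called lower (9 over the list alone). The adjusted p was 7.74e-08 (camera, preset), 0.027 (estimated) and 2.14e-05 (fry). The paper presents these 15 genes as lower in the mutant, on the same libraries, and does not state how they were chosen. The tests thus describe the list. A second DnaJ panel of 3 genes in Fig. 6C was not part of it. At 1 h 11 were below 0 with a median of −0.29 (−0.24 relative to all genes), and 7 were called lower and 1 higher, both also over the list alone. The adjusted p at 1 h was 0.299 (camera, preset), 0.58 (estimated) and 0.0491 (fry), so only the fry test called the family there. In a fit of only the groups compared, 3 genes were called lower at each of these times. The 7 genes at 0 h became 4 without replicate 2 or without replicate 3 of W22 at 0 h, and the 7 at 1 h became 4 without replicate 3 of W22 at 1 h. The median at 1 h was below 0 under every alternative tried, from −1.16 with genes of a mean FPKM of at least 5 to −0.19 with median-ratio scaling, and it was −0.56 and −0.63 with pseudocounts of 0.1 and 0.01. At R2h the median was −0.09. Heat stress raised the family in W22 by a median of 0.73 (3 genes higher, 1 lower; adjusted p 0.00145 preset, 0.182 estimated, 0.0491 fry) and in the libraries labelled *nf-ya1* by 0.13. The 3 higher genes became 7 with median-ratio scaling, 6 with quantile normalization, and 1 without replicate 1 of W22 at 0 h or at 1 h.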

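Heat stress raised 8 of 11 HSP70 genes and 7 of 10 HSP90 genes in W22, with 1 gene of each family called lower. The medians were 2.90 for HSP70 (3.41 relative to all genes; adjusted p 3.04e-09 camera preset, 0.027 estimated, 3.24e-08 fry) and 2.61 for HSP90 (3.12 relative; 1.72e-09, 0.00941 and 1.15e-09). In the libraries labelled *nf-ya1* they were 4.05 and 3.69. At 0 h the *nf-ya1*/W22 median of HSP70 was −0.49 (2 genes called lower, 2 higher; adjusted p 0.0562, 0.426 and 0.149). The 2 higher calls became 1 or 0 in 13 of the 18 fits that left out 1 library (0 without replicate 3 of the libraries labelled *nf-ya1* at 0 h) and 0 in a fit of only the groups compared, which called 2 lower. For HSP90 it was 0.03 (3 lower, 2 higher; adjusted p 0.232, 0.487 and 0.46), a sign that both scalings and the genes with a mean FPKM of at least 5 reversed (−0.13, −0.23 and −0.52). With no filter on low values the HSP90 median at 0 h was 0.58. At 1 h all 11 HSP70 genes were above 0 and 8 were called higher in the libraries labelled *nf-ya1*, with a median of 1.18 (adjusted p 5.74e-06, 0.0843 and 9.06e-06). HSP90 had a median of 0.11 at 1 h (3 genes higher; adjusted p 0.311, 0.565 and 0.0491), which quantile normalization reversed to −0.11. In each family 1 gene plotted in Fig. 6C had too low an FPKM to be tested.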

Similar to sHSPs, heat-induced expression of HSP70s and HSP90s was observed, and some were expressed at lower levels in *nf-ya1* (Figure 6C).

### 2.7. Validation of the NF-YA1 Function in the Expression of Candidate Target Genes

To explore the downstream genes of ZmNF-YA1, we used PlantPAN3.0 (http://plantpan.itps.ncku.edu.tw, accessed on 20 September 2023) for cis element searches of the identified DEGs. NF-Y complex recognizes and binds with high affinity and sequence specificity to the cis-acting element CCAAT motif [14]. The number and localization of the predicted NF-YA binding core “CCAAT box” in the promoter regions of the DEGs were analyzed. Promoters from six candidate ZmNF-YA1 target genes were selected for a promoter binding assay in the maize protoplast transient system (Figure 7A,B). Approximately 2000 bp promoter sequences from two plant hormone-related genes, *bZIP-transcription factor 100* (*bZIP100*, Zm00001eb373300) and *jasmonoyl-l-isoleucine hydrolase 5* (*JIH5*, Zm00001eb211100), four stress-related protein coding genes *asparagine synthetase 3* (*ASN3*, Zm00001eb013430), *hypoxia response unknown protein 26* (*HUP26*, Zm00001eb406490), *general regulatory factor 1* (*GRF1*, Zm00001eb080570), and *NOD26-like membrane intrinsic protein 2c* (*NIP2c*, Zm00001eb372380) were amplified and inserted into the Dual-luciferase (LUC) vector to drive the expression of *LUC*. As shown in Figure 7A, all promoters harbored multiple CCAAT cis elements that were recognized and bound by the NF-Ys. The CDS region of *ZmNF-YA1* was inserted into the plant transient expression vector to simulate the overexpression of *ZmNF-YA1* in plant cells (Figure 7B). The promoter activity in different lines (W22, *ZmNF-YA1* overexpression, and mutant cells) under normal and heat treatments was analyzed and indicated by the value of LUC/REN (Figure 7C). Among the six candidates selected, ZmNF-YA1 functioned as a positive regulator to bind and activate the expression of *ASN3*, *HUP26*, *bZIP100*, and *GRF1*. When the expression levels of *ZmNF-YA1* were enhanced, a higher LUC/REN and more transcripts were detected in the promoter binding assay and transcriptome analysis. In addition, co-expression patterns were observed for these candidates with *ZmNF-YA1*, all of which showed heat stress-induced expression and a positive correlation with the levels of *ZmNF-YA1* (Figure 7C and Figure S9). 

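In W22 at 0 h and 1 h *ASN3* was at 14.9 ± 7.13 and 760 ± 463 FPKM (mean ± SD), and in the libraries labelled *nf-ya1* at 0.91 ± 0.66 and 16.7 ± 2.99. Its *nf-ya1*/W22 log2 fold change was −2.99 at 0 h (SE 0.52, limma adjusted p 0.000274), −5.28 at 1 h (adjusted p 1.74e-06) and −0.61 at R2h (adjusted p 0.405). *HUP26* was at 130 ± 24.5 and 3541 ± 249 in W22 and at 20.0 ± 11.4 and 1948 ± 189 in the libraries labelled *nf-ya1*, with log2 fold changes of −2.75 (SE 0.39, adjusted p 5.14e-05) at 0 h and −0.86 (adjusted p 0.0846) at 1 h. *bZIP100* was at 11.8 ± 1.25 and 33.8 ± 1.55 in W22 and at 6.51 ± 2.14 and 13.8 ± 4.85 in the libraries labelled *nf-ya1* (−0.80, SE 0.23, adjusted p 0.00915 at 0 h; −1.28, adjusted p 0.000342 at 1 h). *GRF1* was at 254 ± 8.14 and 89.8 ± 13.2 in W22 and at 184 ± 52.8 and 72.0 ± 16.4 in the libraries labelled *nf-ya1* (−0.49, SE 0.19, adjusted p 0.0387 at 0 h; −0.33, adjusted p 0.162 at 1 h). The means of all 4 genes were thus lower under the *nf-ya1* label at 0 h and 1 h. There *ZmNF-YA1* was not absent, and at 1 h it overlapped that of W22. The libraries of the labels also overlapped for *GRF1* at 1 h, where its log2 fold change was −0.09 with median-ratio scaling. The fold change and adjusted p passed the thresholds for *ASN3* at 0 h and 1 h, *HUP26* at 0 h and *bZIP100* at 1 h. At R2h the log2 fold changes of *HUP26*, *bZIP100* and *GRF1* were −0.74, 0.23 and −0.46.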

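Heat stress raised *ASN3*, *HUP26* and *bZIP100* in W22 by log2 fold changes of 5.54 (limma adjusted p 4.45e-07), 4.77 (1.15e-07) and 1.44 (6.87e-05). In the libraries labelled *nf-ya1* it raised them by 3.26 (adjusted p 3.63e-05), 6.66 (1.35e-09) and 0.96 (0.00123). *GRF1* fell after heat stress, by −1.5 in W22 (adjusted p 7.09e-06) and −1.33 in the libraries labelled *nf-ya1* (9.34e-06), while *ZmNF-YA1* rose. Relative to all genes these were −0.99 and −0.41, and with median-ratio scaling −0.90 (adjusted p 0.0039) and −0.32 (0.224, from 5.47e-06 to 0.224 over the alternatives), so the fall under the *nf-ya1* label depended on the scale. At R2h *ZmNF-YA1* was below its level at 0 h in W22 (−0.85, adjusted p 0.00701), and *ASN3* was still raised by 3.59. The 9 libraries of a genotype fall into 3 separate time groups, so a correlation across them restates the differences between times. The relation between libraries within time points was not tested.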

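*NIP2c* was at 23.7 ± 3.78 FPKM in W22 at 0 h, 0.44 ± 0.20 at 1 h and 24.3 ± 5.34 at R2h, and in the libraries labelled *nf-ya1* at 69.2 ± 21.1, 3.00 ± 1.31 and 16.4 ± 2.21. Its *nf-ya1*/W22 log2 fold change was 1.47 at 0 h (SE 0.26, limma adjusted p 0.000337), 1.43 at 1 h (adjusted p 0.000441) and −0.52 at R2h (adjusted p 0.153), and heat stress lowered it by −4.09 in W22 (8.88e-09). *JIH5* was near the floor, at 0.62 ± 0.25, 0.04 ± 0.04 and 0.65 ± 0.08 FPKM in W22 and 2.80 ± 1.07, 1.02 ± 0.78 and 0.75 ± 0.22 in the libraries labelled *nf-ya1*. Its log2 fold changes were 1.21 at 0 h (SE 0.24, adjusted p 0.000838), 0.89 at 1 h (0.00738) and 0.08 at R2h (0.83), and the value at 1 h ranged from 0.60 with 1 library left out to 4.49 with a small pseudocount. Both genes were thus higher under the *nf-ya1* label at 0 h and 1 h, where *ZmNF-YA1* was not absent and at 1 h overlapped that of W22, and *JIH5* had no clear direction at R2h.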

The expression of *JIH5* and *NIP2c* negatively correlated with the level of *ZmNF-YA1*, and when *ZmNF-YA1* was overexpressed or induced, the expression levels of *JIH5* and *NIP2c* were reduced. ZmNF-YA1 could work as a transcriptional repressor, i.e., could bind to the promoter and downregulate the expression of *JIH5* and *NIP2c*.

## 3. Discussion

### 3.1. ZmNF-YA1 Is a Genetic Manipulation Target for Improving Thermotolerance and Drought Tolerance

The NF-YA gene family comprises a class of conserved transcription factors that are key regulatory factors in plant development and abiotic stress responses. Drought and high temperature are the two major abiotic stresses that reduce maize production and usually occur simultaneously. In our previous study, we identified a ZmNF-YA1-YB16-YC17 heterotrimer. Two components of this complex, ZmNF-YA1 and ZmNF-YB16, were found to be positive regulators of osmotic/drought stress [46,47]. Overexpression of *ZmNF-YA1* or *ZmNF-YB16* in maize considerably improves drought resistance and yield [46,47]. The expression level of *ZmNF-YA1* was induced by 12% PEG6000, 120 mM NaCl, and 42 °C stress treatment, although with varying degrees, suggesting that ZmNF-YA1 could be a regulator in various abiotic stress responses in maize. We were interested in the role of ZmNF-YA1 in maize heat stress response and aimed to determine whether it could be used as a genetic manipulation target for maize heat and drought tolerance. Expression profile analyses showed that as the temperature increased, a higher induction of *ZmNF-YA1* and time to reach the highest levels were observed. This indicated that ZmNF-YA1 may participate in maize heat stress response. Different heat stress treatments were used to evaluate the thermotolerance of the *nf-ya1* and *ZmNF-YA1* overexpression lines and their WT. Under heat stress conditions, transgenic maize plants with increased *ZmNF-YA1* expression showed heat tolerance, and *nf-ya1* plants showed a heat-sensitive phenotype based on the responses of several heat stress-related parameters, including chlorophyll content, MDA content, ROS accumulation, leaf wilting, and the expression of heat shock molecular markers. All differences in morphological and physiological changes demonstrated that the *nf-ya1* plants were heat-sensitive, and the overexpression of *ZmNF-YA1* enhanced maize heat tolerance. ZmNF-YA1 positively regulates maize thermotolerance. Although the mechanism of maize adaptation to heat or drought stress is unclear, ZmNF-YA1 or its ZmNF-YA1-YB16-YC17 heterotrimer could be a hub shared by multiple abiotic stress responses, particularly heat and drought. Taken together, these results suggest that ZmNF-YA1 is an ideal genetic manipulation target for improving maize thermotolerance and drought tolerance.

Sequence alignment showed that five maize NF-YA members and three rice NF-YA members existed in the clade of ZmNF-YA1, with a high sequence similarity to AtNF-YA3. AtNF-YA3 and NF-YA8 were functionally redundant and required in early embryogenesis in *Arabidopsis* [22]. Overexpression of *AtNF-YA3,* or its orthologs *Glycin max (Gm)NF-YA3,* enhanced drought tolerance in *Arabidopsis* [53]. Individual AtNF-YA3 has expanded to three members in rice (OsNF-YA1, OsNF-YA2, and OsNF-YA6) and a small five members subgroup in maize, allowing for their functional diversity such as in stress responses. Overexpression of an *OsNF-YA2*/*OsHAP2E* enhanced resistance to salinity and drought and increases photosynthesis and tiller number in rice [39]. In maize, the expression level of *ZmNF-YA1* was the highest in this subgroup. Moreover, *ZmNF-YA1* was heat-induced, while the other four in this clade were somehow heat-inhibited (Figure S1C). In our previous study, when screening the potential ZmNF-YAs to ZmNF-YB16/YC17, ZmNF-YA1, and ZmNF-YA7 were the only two that could interact with ZmNF-YB16/YC17 to form the heterotrimer [47]. ZmNF-YA1 could be the key orthologous in maize in abiotic stress responses, especially heat and drought stress.

### 3.2. Failure to Launch Full-Fledged Heat Stress Response in nf-ya1 in Response to Heat Stress

When plants are subjected to heat stress, one of the symbolic events is the dramatic induction of heat stress response genes, known as heat stress response. The heat stress response is homeostatic mechanisms that mitigate the damage from heat stress and protect plants from further stress. In transcriptional regulation in response to heat stress, heat shock transcription factors play a central role by activating the expression of constellated HSPs, which are then involved in plant heat stress response and thermotolerance [51,52]. Plant heat shock transcription factors are divided into three conserved evolutionary classes (A, B, and C) according to the structural features of their oligomerization domains. Class A heat shock transcription factors are essential for transcriptional activation, which triggers the immediate expression of downstream genes [57,58]. The roles of the regulation mechanisms of class A heat shock transcription factors have been well studied in Arabidopsis model plants, such as HSFA1 transactivation activity regulation by interaction with HSP70 and HSP90 [59,60] and reversible phase separation [61]; HSFA2 as a hub in heat stress-induced transcriptional regulation [62,63]; and the relationship between HSFA3, DREB2s, and ABA-signaling with HSFA6b [64]. However, overexpression of a single heat shock transcription factor or heat shock protein coding gene had modest or little effect on thermotolerance, suggesting that heat shock transcription factors and heat shock proteins act synergistically to confer thermotolerance. Class B and C heat shock transcription factors do not have AHA motifs and activator functions of their own or function as regulators of transcriptional heterodimers [57,58].

In this study, the loss of function of *ZmNF-YA1* affected the expression of several heat shock transcription factors and their response to heat stress. Maize heat shock transcription factors coding genes *hsftf10* and *hsftf13* were induced by moderate heat stress and then recovered to normal levels. However, their expression levels were lower in *nf-ya1* after 1 h of heat stress treatment. Moreover, 12 of the identified heat shock transcription factors were induced by moderate heat stress and then recovered to normal levels, whereas, in *nf-ya1*, the levels of these 12 heat shock transcription factors were considerably higher than those in W22 plants (Figure 6B and Figure S8). The loss of function of *ZmNF-YA1* not only changed the expression of heat shock transcription factors when subjected to heat stress but also led to changes under normal conditions and during the recovery stage. Heat shock transcription factors-mediated transcriptional regulation has been noted as a critical role hub for plants against unfavorite temperatures. The abolishment of *ZmNF-YA1* led to the expression changes of 23 heat shock transcription factors, although the trends or ranges varied. However, promoter analysis of some of the heat shock transcription factors showed they did not have the canonical NF-YA binding “CCAAT box”. It is interesting and worth pondering why so many heat shock transcription factors coding genes were simultaneously affected by altering the expression of *ZmNF-YA1*. One possible reason could be some unknown cis-elements existed in their promoters that ZmNF-YA1 could recognize and bind, and hereafter regulated their expression. Another possible reason could be the alternation of the cell homeostasis when *ZmNF-YA1* was abolished. In the study, some stress response genes and pathways were altered under normal conditions, such as the protein processing system. This suggests that the differentially expressed heat shock transcription factors could be the feedback regulation of the altered cell vigilance.

HSPs function as chaperones to prevent protein misfolding and aggregation and were grouped into different classes according to molecular weight: sHSPs, HSP40, HSP60, HSP70, HSP90, and HSP100 [54,55,56]. The sHSPs are often the first line of defense in response to stresses, including heat. When we examined the expression of *HSPs*, the most important downstream targets of heat shock transcription factors, we found that the loss function of *ZmNF-YA1* resulted in lower expression of *sHSPs* under normal and heat conditions, especially the sHSPs and DnaJ coding genes, which are recognized as the “paramedics of the cell” [56] when subjected to unfavorable environment conditions. These results suggest that ZmNF-YA1 is involved in regulating the expression of multiple heat shock transcription factors and contributes to the transcriptional regulation of maize heat stress response. Failure to launch a full-fledged heat stress response in *nf-ya1* could be the major reason why *nf-ya1* showed a heat-sensitive phenotype and why *ZmNF-YA1* overexpression enhanced plant thermotolerance.

### 3.3. ZmNF-YA1 Promotes Protein Refolding and Stability When Subjected to Heat Stress Treatment

To understand the role of ZmNF-YA1 in maize thermotolerance, RNA-seq was used to analyze transcriptome changes in W22 and *nf-ya1* plants in response to heat stress. Based on the expression profiles, heat stress response-related DEGs in *nf-ya1* and W22 were grouped into seven clusters via *k*-means clustering. Among the seven clusters, Clusters 1, 2, 6, and 7 were the most interesting because they were ZmNF-YA1-regulated DEGs and were also involved in heat stress response. GO enrichment analysis of DEGs from different clades DEGs was performed. In clade 1, which was induced by ZmNF-YA1 and heat stress, the GO terms of protein refolding, protein stabilization, chaperone-mediated protein folding, protein complex oligomerization, de novo post-translational protein folding, and protein folding were considerably enriched (Figure 5A). Most of these were HSP-coding genes that were regulated by heat shock transcription factors (Figure 6). HSPs are the most important chaperones in the folding/refolding systems that alleviate protein misfolding and aggregation. One of the causes of cell injury is protein misfolding, protein aggregation, and damage to enzyme catalytic domains. The major impacts of heat stress at the cellular level are alteration of membrane fluidity, which disrupts photosynthesis and respiration, misfolding of proteins, accumulation of protein aggregates that cause proteotoxic stress, production of ROS to deleterious levels, metabolic imbalance, and cytoskeleton dismantling [65,66,67]. Protein folding/refolding in the cytoplasm and endoplasmic reticulum helps mitigate damage from heat stress and protects plants from further stress [65,66,67]. The contribution of ZmNF-YA1 to protein stabilization, refolding, and regulation of ABA, ROS, and heat/temperature signaling may be a major reason for the enhanced heat tolerance of the *ZmNF-YA1* overexpression lines, and the mutant showed a heat-sensitive phenotype. An interesting link between ZmNF-YA1-heat stress response and the protein stabilization system was found to contribute to maize thermotolerance. In conclusion, ZmNF-YA1 is beneficial to protein refolding and stabilization when subjected to heat stress.

ZmNF-YA1 is a positive regulator in maize thermotolerance and drought tolerance. We were interested in the shared and stress-specific of the ZmNF-YA1-mediated transcriptional regulation in response to heat and drought stress. The heat shock transcription factors and the mediated heat stress response were specifically found in heat stress except for some of them, which were also involved in drought stress response. More DEGs regulated by ZmNF-YA1 and heat stress were identified in this study when compared to drought stress treatment, although a moderate 39 °C was used. The ZmNF-YA1 regulated ABA-dependent and independent signaling pathways, and other abiotic stress responses GO/pathways were shared in response to both heat and drought stress. The cell damage caused by high temperature was more severe than the osmotic stress. Different from heat shock transcription factors, HSPs, especially the sHSPs were differentially expressed in response to drought. The “paramedics of the cell” not only work in heat stress but also osmotic stress, although they are first identified in heat stress treatment. The alternation of the cell homeostasis by abolishing *ZmNF-YA1* could be one of the major reasons for the changed heat and drought stress tolerance, with a positive correlation with the *ZmNF-YA1* level and tolerance. The ZmNF-YA1 regulated GO/pathways in various stresses contribute to the enhanced basal resistance to multiple stresses such as heat and drought. In addition, ZmNF-YA1 also participates in the stress-specific response in a stress-induced manner. The present study reveals the function of ZmNF-YA1 in maize heat and drought tolerance and provides an interesting hub for understanding the molecular mechanisms in maize response to abiotic stresses.

## 4. Materials and Methods

### 4.1. Plant Materials

Maize *nf-ya1* homozygous mutant and *ZmNF-YA1* homozygous independent overexpression lines obtained by Yang et al. [47] were used in this study. Briefly, maize *nf-ya1* mutants carrying a *Mu* insertion in Zm00001eb005690 were obtained from the UniformMu population UFMu-06468 in an inbred line W22 background and produced by self-pollination for three generations. The mutant had no *ZmNF-YA1* transcripts. *ZmNF-YA1* overexpression plants produced by *Agrobacterium tumefaciens*-mediated shoot-tip transformation were obtained from the elite inbred maize line DH4866. *nf-ya1* homozygous mutant and T4 generation homozygous *ZmNF-YA1* overexpression lines were used for phenotype and heat stress treatment analysis. Seedlings of the inbred line DH4866 were used for gene expression profile analysis.

### 4.2. Plant Growth and Stress Treatment

Plant morphology was analyzed primarily during the seedling stage. Briefly, maize seeds from different lines were sown in pots (12 cm diameter × 15 cm height) containing homogeneous loam. The plants were grown under a 26 °C/22 °C (day/night) temperature regimen at a photon flux density of 700 μmol m^−2^ s^−1^ with a 16 h/8 h light/dark cycle in a chamber with approximately 65% relative humidity. After germination, the seedlings were watered under normal conditions. During heat stress treatment, half of the plants were transferred to a chamber at a set temperature. Severe heat stress at 45 °C was applied to test the thermotolerance of *ZmNF-YA1* independent overexpression lines and their control line (DH4866, donor inbred line), as well as *nf-ya1* mutant and its wild-type control W22. Plants were photographed, and leaves were collected before and after 6 h of heat stress treatment and 2 d after recovery (0, 6 h, and R2d) for a number of heat stress-related parameters, including chlorophyll content, MDA content, ROS accumulation, leaf wilting, and expression of heat shock molecular markers. Approximately 0.1 g of the leaf lamina (excluding the midrib) from the middle of the first fully expanded leaf (from top, at the three-leaf stage) was used for physiological parameter measurements, and at least three biological replicates were used. Each biological replicate contained the leaf fragments from 3–4 plants grown under the same conditions. For gene expression profile analysis, plants from different lines were germinated and watered normally; then, 10-day-old maize seedlings were subjected to 39 °C, 42 °C, and 45 °C heat stress for 10 h, respectively, and then recovered. Leaf samples from three biological replicates were collected at different time points during heat stress (0, 0.25, 0.5, 1, 2, 4, 6, 8, and 10 h during heat stress) and 2 h after recovery (R2h) for qRT-PCR analysis.

### 4.3. RNA Extraction, qRT-PCR Analysis, and RNA-seq Analysis

RNA was extracted from a small sample (~0.1 g) of leaf from the middle of the first fully expanded leaf. The sample was ground to a powder in liquid nitrogen, RNA was isolated using TRIzol reagent (Sangon Biotech, Shanghai, China), and cDNA synthesis with the RT reagent kit was performed according to the manufacturer’s protocol (DRR420, TaKaRa, Dalian, China). The expression patterns were detected using qRT-PCR. qRT-PCR was conducted with the SYBR^®^ RT-PCR Kit (RR037Q, TaKaRa, Dalian, China) using 10 μL reactions for each sample and amplified through 40 cycles on an ABI7500 (Thermo Fisher Scientific, Foster City, CA, USA). Maize 18S rRNA was used as the internal control [49]. Primers were designed using NCBI/primer-BLAST and are listed in Table S7. Relative gene expression levels were calculated using the 2^−ΔΔCt^ method [50]. Each experiment was repeated thrice, and three biological replicates were used.

The BGISEQ-500 platform was used for RNA-seq analysis. RNA quality and quantity were examined using UV absorbance spectroscopy (Nanodrop 2000, Thermo Fisher Scientific, Foster City, CA, USA), gel electrophoresis, and an Agilent 2000 BioAnalyzer (Agilent, Technologies, Santa Clara, CA, USA). Library construction, sequencing, and primary bioinformatics analyses were performed by Beijing Genomic Institute (BGI) Tech Solutions Co., Ltd. (Beijing, China), according to the standard procedure. Bioinformatic analysis for digital gene expression profiling was performed according to the bioinformatics analysis procedure of BGI Tech. After quality control raw reads were filtered to obtain clean reads aligned to the reference sequences (B73 V5). Alignment data were used to calculate the distribution of reads on the reference genes and mapping ratio. The criteria of FDR ≤ 0.01 and the absolute value of log_2_Ratio ≥ 1 were used as thresholds to determine the significance of differences in gene expression. GO analysis was performed using AgriGO (http://bioinfo.cau.edu.cn/agriGO/, accessed on 20 May 2023) and GENEONTOLOGY (https://geneontology.org, accessed on 25 May 2023). Pathway analyses were performed using the Kyoto Encyclopedia of KEGG (http://www.genome.jp/kegg/, accessed on 28 June 2023). The R software (R4.3.2) and its packages were used for cluster analysis, heatmap plotting, boxplot plotting, and statistical analysis (https://www.r-project.org, accessed on 15 December 2023).

### 4.4. Chlorophyll and MDA Content Analysis, as Well as Cell Staining

Chlorophyll content was estimated using Aron’s method [68] with minor modifications. Approximately 0.1 g leaves samples were collected, and chlorophyll was extracted using 5 mL of 80% aqueous acetone for two days in the dark, until the leaves were completely whitened. The concentrations of chlorophyll a and b were determined by measuring the absorption at 663, 645, and 470 nm using a UV spectrophotometer. The amount of chlorophyll present in the extract (mg chlorophyll per gram of tissue) was calculated using the following equations: chlorophyll a = (12.72A663–2.59A645)V/(1000 m) and chlorophyll b = (22.88A645–4.67A663)V/(1000 m). The results are expressed as mg/g, where A = absorbance at a specific wavelength, V = final volume of chlorophyll extract in 80% acetone, and W = weight of fresh tissue extracted. To measure the MDA content, leaves (~0.1 g) were homogenized in 2 mL of a chilled reagent composed of 0.25% (*w*/*v*) thiobarbituric acid in 10% (*w*/*v*) trichloroacetic acid and then centrifuged at 10,000 rpm for 20 min. The supernatant was heated at 95 °C for 30 min, quickly cooled on ice, and centrifuged at 10,000 rpm for 20 min. Absorbance at 532 nm (A532), 600 nm (A600), and 450 nm (A450) was measured using a UV spectrophotometer. The MDA content was calculated as: MDA content = 6.45 × (A532 − A600) − 0.56 × A450 [69]. The middle part of the second fully extended maize leaf was used for ROS staining, as previously reported by [70]. Fully expanded leaves (approximately 1 cm) were sampled, washed with distilled water, and placed in 2 mL buffer solution containing nitroblue tetrazolium (NBT, 6 mM solution prepared in sodium citrate (pH 6.0)), 3,3-diaminobenzidine (DAB, 1 mg/mL, prepared in double distilled water (pH 3.8)), or Evans Blue (0.5%). The dipped samples were vacuum-infiltrated for 10 min at 60 KPa pressure and then incubated at room temperature overnight. After incubation, the samples were dipped in absolute ethanol and then kept in a water bath (100 °C) until the chlorophyll was completely removed from the samples, which were then cooled and dipped in 20% glycerol, and images were captured.

### 4.5. Sequence Analysis

Sequences were downloaded from the MaizeGDB (www.maizegdb.org, accessed on 10 December 2022). Clustal W2 (https://www.ebi.ac.uk/Tools/msa/clustalw2/, accessed on 15 December 2022) and MEGA 5 [71] were used for sequence analysis of NF-YA TFs. PlantPAN3.0 (http://plantpan.itps.ncku.edu.tw, accessed on 20 September 2023) was used to identify cis elements in the promoter.

### 4.6. Dual Luciferase Reporter Assay

Maize protoplasts and transient expression were prepared according to Sheen’s method [72] and used for the ZmNF-YA1 promoter-binding analysis. The promoter regions of the candidate target genes were ligated with the LUC of the Dual-LUC vector pGreenII-0800 and transformed into maize mesophyll protoplasts isolated from W22 or *nf-ya1*, or co-transformed with pAN580-PUbi1::*ZmNF-YA1*. Promoter activity is expressed as the relative activity of firefly LUC versus Renilla LUC. The effect of ZmNF-YA1 on the expression of potential target genes under heat stress was investigated. Approximately 2000 bp promoter sequences from *bZIP100* (Zm00001eb373300), *JIH5* (Zm00001eb211100), *ASN3* (Zm00001eb013430), *HUP26* (Zm00001eb406490), G*RF1*, Zm00001eb080570), and *NIP2c* (Zm00001eb372380) were amplified and inserted into the Dual-LUC vector to drive the expression of *LUC*. Primers used for vector recombination are listed in Table S7.

### 4.7. Statistic Analysis

All data are presented as the mean values of at least three independent sets of experiments. The data are reported as the mean ± SD. For gene qRT-PCR and RNAseq analysis, samples from three biological replicates were collected at different time points during heat stress or different development stages and for subsequent analysis. Statistical analysis was performed in R. ANOVA and multiple comparisons (Tukey’s HSD) were used to compare the difference between both genotypes and conditions. For physiological parameter measurements, and at least three biological replicates were used. Student’s *t*-test was used to compare the overexpression lines, mutant to their control, respectively, and ** denotes statistical significance with *p* < 0.01, and * denotes statistical significance with *p* < 0.05.

## 5. Conclusions

The NF-YA gene family comprises a class of conserved transcription factors that are key regulatory factors in plant development and abiotic stress responses. Our previous result showed that ZmNF-YA1 could interact with the ZmNF-YB16-YC17 heterodimer to exert its biological function. To be a positive regulator of osmotic stress and to work together with ZmNF-YB16-YC17, we were interested in the role of ZmNF-YA1 in the heat stress response of maize and whether it could be a candidate for genetic engineering breeding. In this paper, the morphology and growth of maize under moderate heat stress conditions were evaluated using *ZmNF-YA1* transgenic lines and mutants. *ZmNF-YA1* was found to be a positive regulator of heat tolerance. Higher MDA content and ROS accumulation were observed in the mutant, followed by WT and overexpression lines after heat stress treatment. Transcriptome analysis showed that the loss function of *ZmNF-YA1* led to broad biological changes. One of the processes regulated by ZmNF-YA1 that plays important role in heat stress responses is protein refolding. The contribution of ZmNF-YA1 to protein stabilization, as well as the regulation of ABA, ROS, and heat/temperature signaling, may be the major reason why *ZmNF-YA1* overexpression enhanced heat tolerance and the mutant showed a heat-sensitive phenotype. ZmNF-YA1 or its ZmNF-YA1-YB16-YC17 heterotrimer could be a hub shared by multiple abiotic stress responses, particularly heat and drought. Taken together, these results suggest that ZmNF-YA1 is an ideal genetic manipulation target for improving maize thermotolerance and drought tolerance.

## Figures and Tables

**Figure 1:**
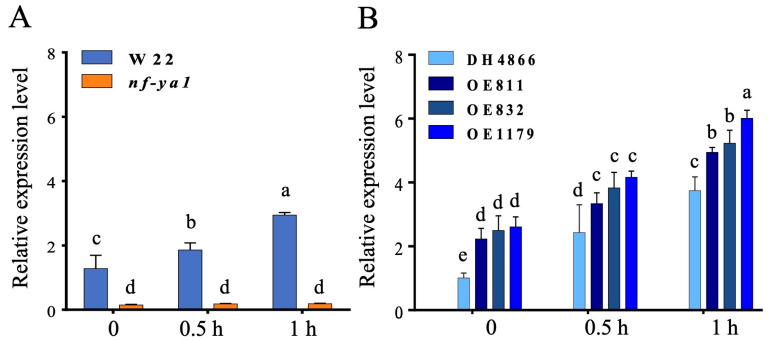
(**A**,**B**) *ZmNF-YA1* expression levels in the leaves of *ZmNF-YA1* OE and *nf-ya1* and their corresponding wild-type controls. The value of *ZmNF-YA1* expression level in WT (DH4866 and W22) before heat stress was set to 1-fold. At 39 °C, moderate heat stress was used for the heat stress treatment. *nf-ya1*, (uniformMU number: UFMu-06468), W22, maize inbred line W22, wild-type control of *Mu* insertion lines. DH4866, transgenic donor inbred line DH4866; OE811, OE832, and OE1179 are different independent *ZmNF-YA1* transgenic T3 lines. Transcript levels were calculated using the 2^−ΔΔCt^ method [49], with maize 18S rRNA [50] as an internal control. Values represent the mean of three replicates ± SD. Different letters denote statistical significance with *p* < 0.05 using ANOVA and Tukey’s HSD test.

**Figure 2:**
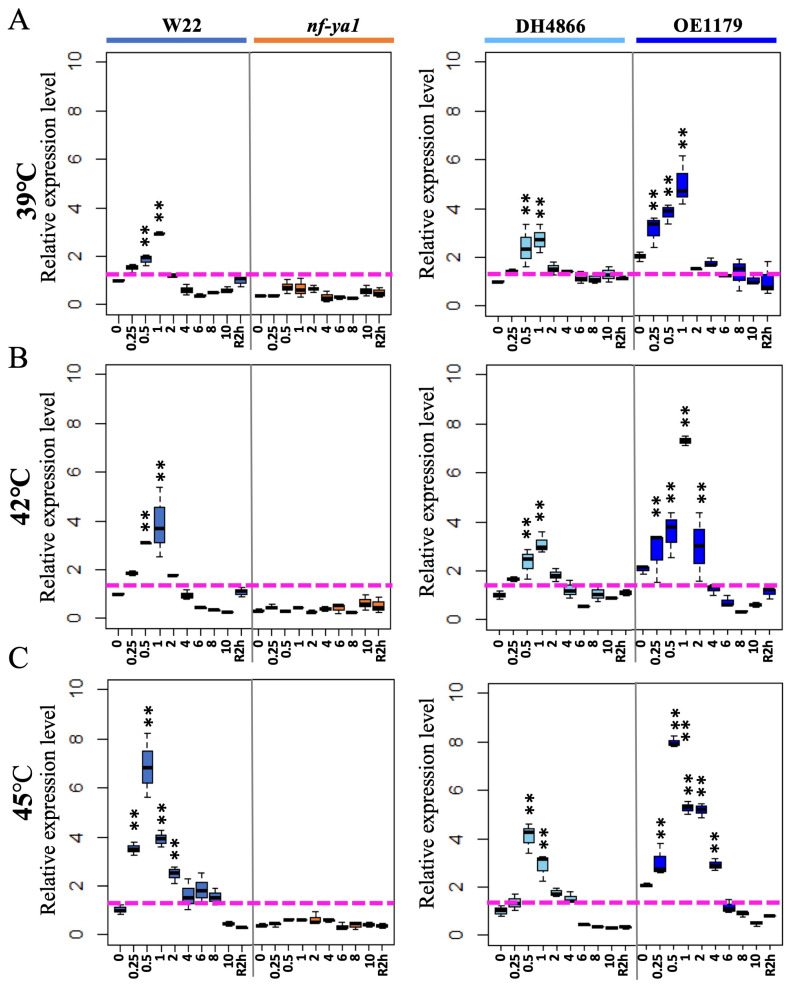
Expression profile of *ZmNF-YA1* in different lines in response to heat stress. Expression profile of *ZmNF-YA1* in leaves of *nf-ya1* mutant, W22, *ZmNF-YA1* OE, and DH4866 lines after different heat treatments: (**A**) 39 °C, moderate heat stress; (**B**) 42 °C, heat shock stress; and (**C**) 45 °C, severe heat stress. Transcript levels were calculated as described in Figure 1. Ten-day-old maize seedlings were used and samples from three biological replicates were collected at different time points during heat stress and 2 h after recovery (R2h) for qRT-PCR analysis. ** denotes statistical significance with *p* < 0.01 using a *t*-test compared with the value 0.

**Figure 3:**
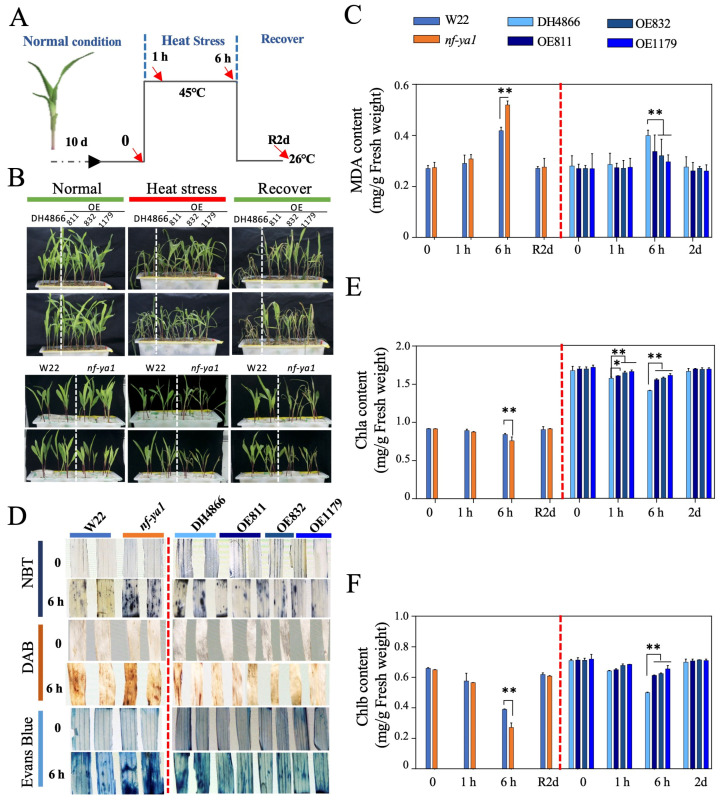
Effect of *ZmNF-YA1* on maize heat tolerance. (**A**) Schematic of the heat stress treatment of maize plants. Ten-day-old maize seedlings were subjected to 45 °C severe heat stress for 6 h and then allowed to recover. Samples from three biological replicates were collected at 0, 1, and 6 h (red arrows indicate) during heat stress and 2 days after recovery (R2d) for physiological indexes determination. (**B**) Growth of seedlings from *nf-ya1* mutant, W22, *ZmNF-YA1* OE, and DH4866 plants after heat shock treatment (45 °C, 6 h, and recovered for 2 days). (**C**) MDA content analysis; (**D**) NBT, DAB, and Evans blue staining; and chlorophyll content analysis (**E**) and (**F**) of the seedlings from *nf-ya1* mutant, W22, *ZmNF-YA1* OE, and DH4866 lines after heat stress treatment. Values represent the mean of the three replicates ± SD. ** denotes statistical significance with *p* < 0.01, and * denotes statistical significance with *p* < 0.05 using a *t*-test when compared with the value in the WT.

**Figure 4:**
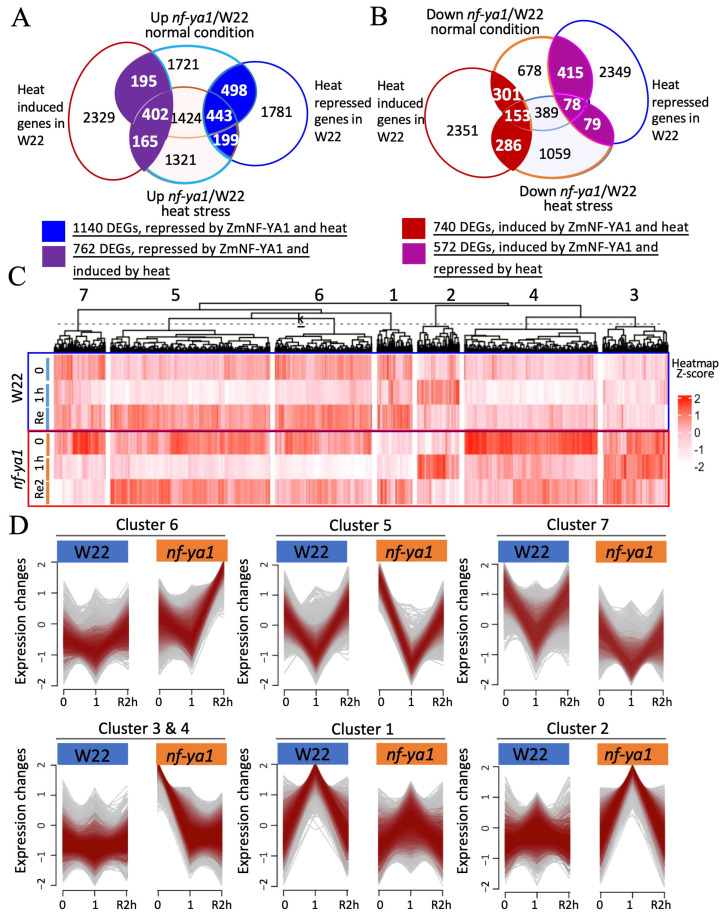
Transcriptome analysis of the *nf-ya1* mutant and W22 in response to heat stress. (**A**,**B**) Venn diagrams of DEGs in different genotypes under normal and heat stress treatments. Based on their expression patterns, DEGs affected by the interaction of ZmNF-YA1, heat stress, and ZmNF-YA1 alone were grouped into different clades. DEGs were divided into seven clusters using *k*-means clustering (**C**) and representative expression profiles in different clusters (**D**). The FDR value < 0.01 and absolute log_2_ ratio > 1 were used as cutoffs for the DEGs. The normalized count values (FPKM) were used for *k*-mean cluster analysis.

**Figure 5:**
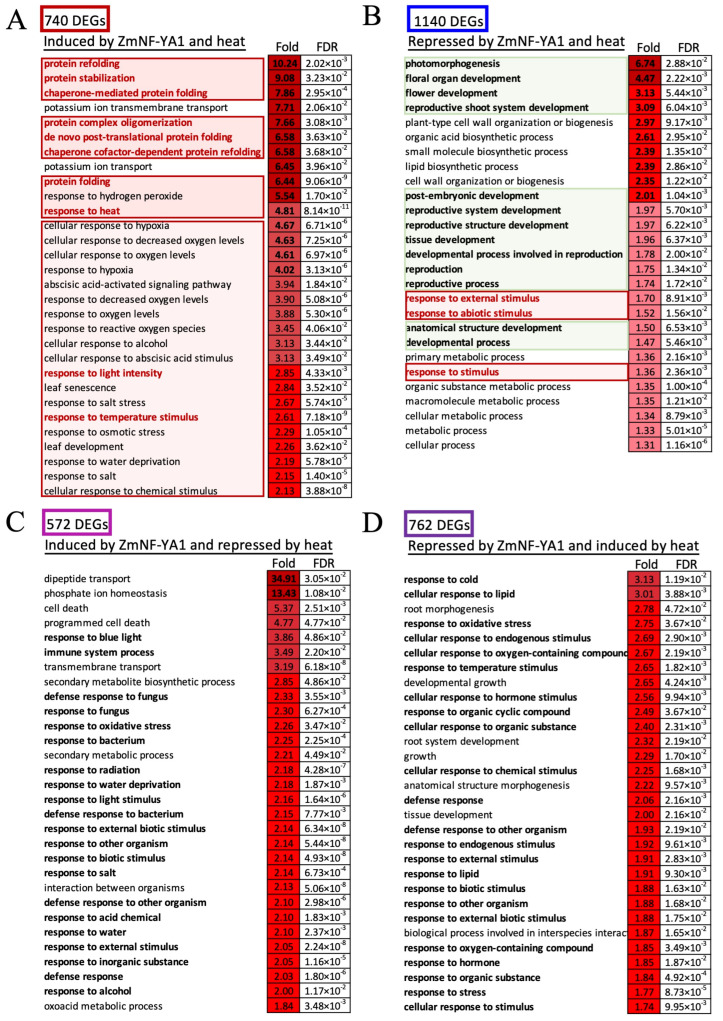
Functional analysis of the DEGs identified in the *nf-ya1* mutant and W22 in response to heat stress. (**A**) Significantly enriched GO terms of DEGs induced by ZmNF-YA1 and heat stress treatment. (**B**) Significantly enriched GO terms of DEGs repressed by ZmNF-YA1 and heat stress treatment. (**C**) Significantly enriched GO terms of DEGs induced by ZmNF-YA1 and repressed by heat stress treatment. (**D**) Significantly enriched GO terms of DEGs repressed by ZmNF-YA1 and induced by heat stress treatment. The different shades of red of the squares with different numbers indicate the enriched fold values of the Go terms. The FDR value < 0.01 and absolute log_2_ ratio > 1 were used as cutoffs for the DEGs. The top 30 or all enriched GO terms in certain groups are plotted with the enriched fold and FDR values as shown in Supplemental Table S4.

**Figure 6:**
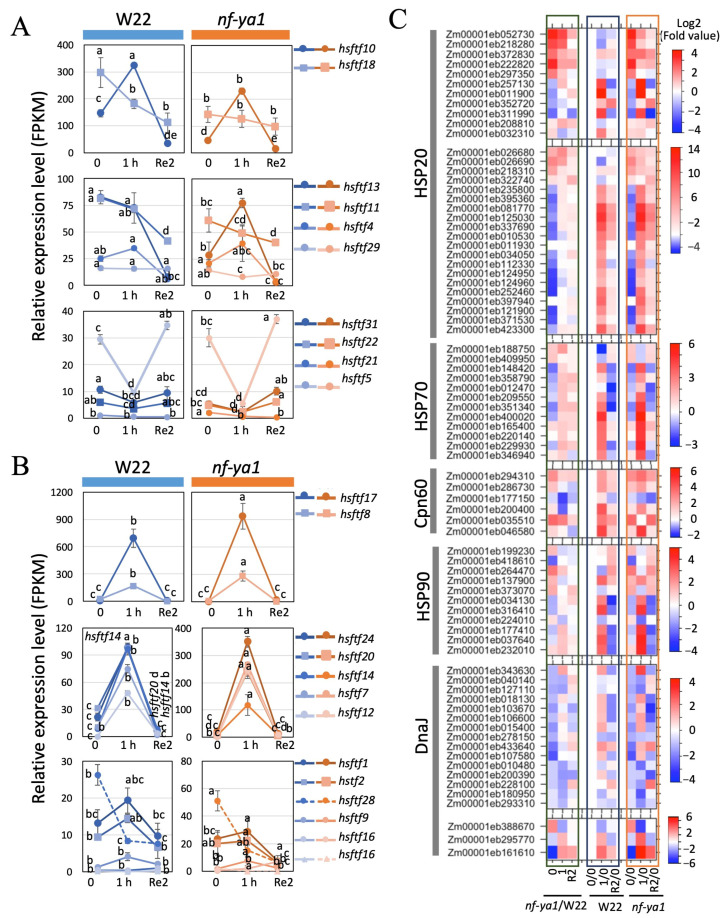
Changes in expression of heat stress response genes in *nf-ya1* and W22 in response to heat stress treatment. (**A**,**B**) line plots show the changes in the expression of heat shock transcription factors in W22 (**left panels**) and *nf-ya1*(**right panels**) in response to heat stress treatment. Values represent the mean of the three replicates ± SD; the data used and statistical analysis are shown in Supplemental Tables S5 and S6. (**C**) Heat maps show the changes in the expression of different groups of HSP genes in *nf-ya1* and W22 in response to heats tress treatment. Colors represent log2 fold change in the means from triplicate samples comparing relative expression at before stress treatment (0) of W22. Different letters denote statistical significance with *p* < 0.05 using ANOVA and Tukey’s HSD test.

**Figure 7:**
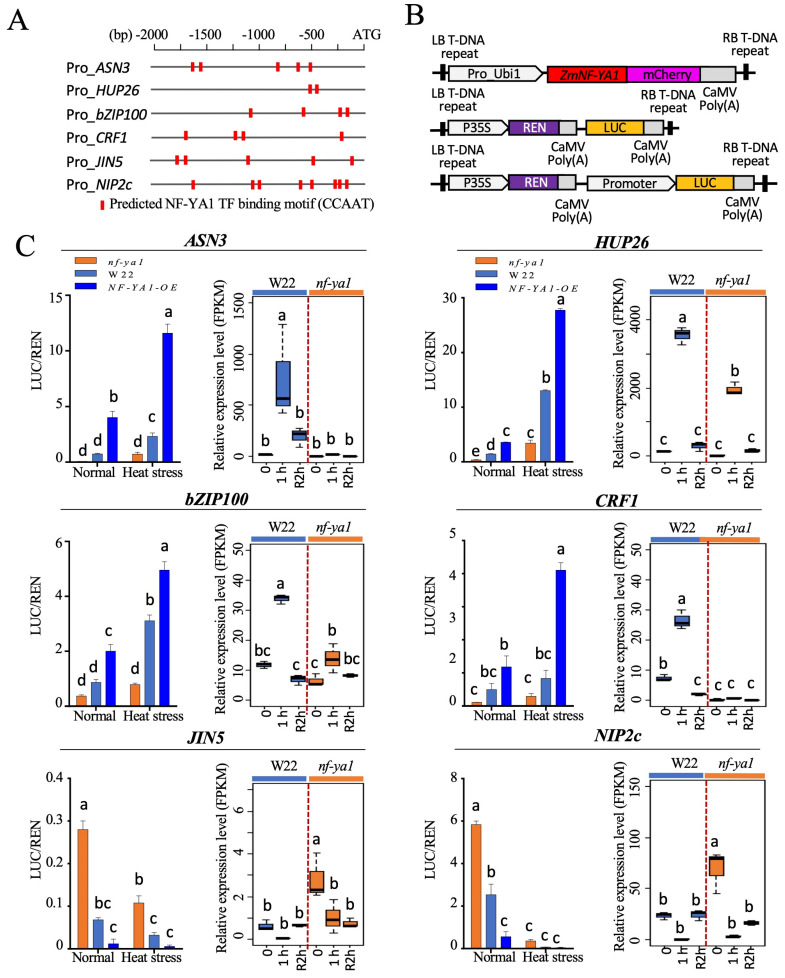
Impact of *ZmNF-YA1* on the expression of various genes in response to heat stress. (**A**) Schematic diagram of cis elements of selected promoters. (**B**) Experiment design of promoter binding assay using maize protoplast transient system. Promoters from candidate ZmNF-YA1 target genes were linked to the luciferase of the Dual-Luc vector pGreenII-0800 and transformed or co-transformed with pAN580-Pr_Ubi1::*ZmNF-YA1* in maize mesophyll protoplasts isolated from W22 or *nf-ya1*. Promoter activity is expressed as the relative activity of firefly luciferase versus Renilla luciferase. (**C**) Promoter activities (**left panel**) and expression levels (**right panel**) in cells with different *ZmNF-YA1* levels. Values represent the mean of the three replicates ± SD; different letters denote statistical significance with *p* < 0.05 using ANOVA and Tukey’s HSD test.

## Data Availability

Data is contained within the article and Supplementary Materials. The expression data reported are available in the NCBI Gene Expression Omnibus (GEO) database under the GSE series accession number GSE268429.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25116275/s1, References [49,50,73,74,75,76,77] are cited in the Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

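RNA-seq measured gene expression in leaves of 2 maize genotypes (W22 and the line labelled *nf-ya1*) at 3 time points (0 h, 1 h of heat stress at 39 °C and 2 h of recovery), with 3 libraries in each of the 6 groups. The authors sequenced the libraries on the BGISEQ-500 platform, filtered the reads, aligned them to the maize B73 V5 genome and gene set and deposited 1 table of FPKM values for all 18 libraries, rounded to 2 decimals. Table S1 gives 44.13 to 44.76 M clean reads per library. Reads per gene were not analysed here, so the counting error of a single gene is not known, and precision was taken from the spread between replicates.

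Groups followed the sample titles. The values were analysed as log2(FPKM + 1), which understates changes of genes with low FPKM. Genes with an FPKM of at least 1 in at least 3 of the 18 libraries were tested. In R 4.3.3 with limma 3.58.1, a linear model with 1 mean per group was fitted to all libraries, followed by empirical Bayes moderation with an intensity trend. The 7 comparisons were *nf-ya1*/W22 at each of the 3 time points and 1 h and R2h against 0 h in each genotype, with the difference between the genotypes' responses at 1 h (interaction) in addition. P-values were adjusted by Benjamini and Hochberg over the genes of a comparison, and genes were called at an adjusted p of 0.01 or less and an absolute log2 fold change of 1 or more. With 3 libraries against 3 the smallest exact permutation p is 0.1, so p-values rest on the moderated model. The calling was tested on simulated data with 200 changed genes, all of higher FPKM and shifted by more than the threshold, with equal spread in all groups.

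The 5 families of Fig. 6C were tested with camera at a preset correlation of 0.01, adjusted over 15 tests (5 for the interaction), at an adjusted p of 0.05. The 7 *k*-means clusters were made from z-scores of the group means with 50 random starts, and were matched to the clusters of Fig. 4 by the group in which their centroid was highest. Principal components were computed on gene-centred values. Correlations with *ZmNF-YA1* (12 relations, 9 libraries per genotype) were tested by permutation. Figures were drawn with Python 3.11.15 and Matplotlib 3.10.9. The genes named are those the paper names with an ID, the genes of Fig. 6C as families, and, for *nf-ya1*/W22 at 0 h and 1 h and for W22 1 h/0 h, the 2 genes with the largest rise and the 2 with the largest fall among called genes with no overlap between the libraries of the 2 groups and a mean FPKM of at least 10 in the higher group.

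The alternatives, chosen before the data were examined, were pseudocounts of 0.1 and 0.01, no filter on low values, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, a fit of only the groups compared, the replicate number as a block, robust moderation, moderation without a trend, an adjusted p of 0.05, no fold change threshold, and the treat test against a log2 fold change of 1. For families they were camera with estimated correlation and fry, and for the clusters other starting genes and z-scores of FPKM. Each of the 18 libraries was also left out in turn. Detection at an FPKM of 0.1 or less, principal components of scaled genes and correlations without the 2 farthest libraries were tried for the results they concern.

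The other splits of the libraries (10 for 3 against 3, otherwise 100 draws) and 10000 random gene sets served as tests of chance. GO terms, the heat shock transcription factors, the qRT-PCR, promoter and physiological experiments were not analysed here, since the table pairs no gene IDs with these names or holds no such data. The copies of Tables S2 and S3 used here hold part of their genes, so no gene list was taken from them.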

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

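The tests that exchanged the genotype labels within each time point or at both, that looked for W22 RNA carried over and that set neighbouring genes against the heat comparisons were chosen after the results were seen. All comparisons of genotypes below are between labels, since *ZmNF-YA1* was not absent from the libraries labelled *nf-ya1*.

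The response to 1 h of heat stress differed between the genotypes by a test of the difference itself, with 956 genes responding higher and 2894 lower in the libraries labelled *nf-ya1*. Of 100 draws of the 12 libraries into 4 groups of 3, 4 gave as many genes called in 1 direction as the 956 and 3 as many as the 2894. Because such draws mix heated and unheated libraries, the labels were also exchanged within 0 h and within 1 h. Of these 100 assignments, 10 gave as many genes in 1 direction as the 956 and only the real 1 as many as the 2894. The 18 of them that kept the genotypes at 1 time point carry its genotype effect (433 to 2627 genes in the larger direction), so they decide nothing on the 956. The 81 that kept the genotypes at neither called at most 1 gene in 1 direction, so that among 82 with the real one, 1 gave as many as the 956 and 1 as many as the 2894. Each of the 81 mixes both labels within its groups, so the genotype effect adds to the spread there. Few calls would thus follow with or without a different heat response, and the 81 cannot decide between them. The 20 highest genes of each library did not account for the excess of lower genes, since the median of all genes was −0.38 with them taken out of its total. With the 100 highest taken out it was −0.28, and with the 500 highest −0.09 (1481 higher, 1699 lower), so most of the excess went with the share of the 500 highest genes. A difference in sequencing depth was argued against too (log2 ratio of clean reads 0.002). A single scale factor per library was argued against by a range of 0.5 between the medians of the 4 quartiles of mean FPKM. The split itself depended on the scale, with 1718 higher and 1331 lower under median-ratio scaling. The interaction shares its 0 h libraries with *nf-ya1*/W22 at 0 h, and the 2 correlated across genes at −0.55, where simulated groups without changes gave −0.71. A different response to heat stress in the plants labelled *nf-ya1* stays open for both directions, and how many genes fall on each side stays open with the scale.

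For 4 families of Fig. 6C the difference between the heat responses passed the threshold of the set test. The median log2 difference was 1.58 for HSP20 (adjusted p 4.05e-07 camera, 0.144 estimated correlation, 0.00607 fry; 10 of 31 genes called higher, 1 lower), 1.91 for HSP70 (4.93e-08, 0.0656 and 6.43e-05; 7 of 11 higher), 1.02 for HSP90 (0.0255, 0.18 and 0.0456; 5 of 10 higher, 3 lower) and 0.12 for DnaJ (0.00135, 0.144 and 0.0105; 4 of 15 higher). Relative to the median of all genes these were 1.93, 2.26, 1.37 and 0.47. With an estimated correlation within families none of the 4 passed an adjusted p of 0.05 (0.0656 to 0.18). For HSP90 the call was also lost without replicate 3 of the libraries labelled *nf-ya1* at 0 h (0.94, adjusted p 0.0549), and with median-ratio scaling (1.43, adjusted p 0.13) and quantile normalization (0.73, adjusted p 0.253). The DnaJ median was 0 without replicate 1 of W22 at 1 h and 0.01 without replicate 3 of the libraries labelled *nf-ya1* at 1 h, and 0.38 without replicate 1 of the latter.

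In the 100 draws of the 12 libraries, medians of the same size came up 54 times for HSP20, 88 for DnaJ, 45 for HSP70, 55 for HSP90 and 44 for Cpn60, which draws that mix heated and unheated libraries give for genes with a large heat response. With labels exchanged within time points, 1 of the 100 assignments (the real one) gave medians of the same size for HSP20, HSP70 and HSP90, 88 did for DnaJ and 10 for Cpn60. Among the 82 that kept the genotypes at neither time point or were the real one, 1 did for HSP20, HSP70, HSP90 and Cpn60 and 71 for DnaJ. The DnaJ difference was thus no larger than most exchanges of labels gave. A single scale factor per library was argued against for HSP20 and HSP70, whose medians were 1.79 and 2.32 after median-ratio scaling. A candidate explanation of the larger HSP20 response is the lower level at 0 h. As a test, the 200 genes outside Fig. 6C most raised by heat stress in both genotypes, chosen without the 0 h libraries, had a median of −0.33 at 0 h in *nf-ya1*/W22. Of 10000 random lists of like expression, 0 had a median as low (random median 0.04, 95% from −0.06 to 0.13). Of the 200 genes 38 were called lower and 10 higher. Heat-raised genes as a whole may therefore have been lower at 0 h in the libraries labelled *nf-ya1*. The 21 heat-raised HSP20 genes were lower by more (median −1.71, 13 called lower). How much of their level this accounts for cannot be told. The 200 genes were not matched to them in the size of the heat response (HSP20 medians 5.91 in W22 and 8.42 in the libraries labelled *nf-ya1*). The 21 genes were also chosen with the 0 h libraries. At 1 h the same 200 genes had a median of 0.5 (random median −0.19, 0 of 10000 lists as high, 49 called higher and 1 lower), so they differed at both times. The 21 HSP20 genes had a median of 0.15 at 1 h (2 called higher, 1 lower, 9 below 0), so their larger response lay mostly in the lower level at 0 h. Whether plants, growth or handling before heat stress differed between the genotypes was not tested.

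In genes the paper does not discuss, 13 were listed at 0 in all 9 W22 libraries and at an FPKM of 1 or more in all 9 libraries labelled *nf-ya1*, 1 of them without a gene set ID. Their median of gene means in the latter was 16.86 FPKM. In the other direction there were 0 such genes, a count that rests on no test. Among 100 draws of the 18 libraries into 9 and 9, only the real one (1) gave as many genes in 1 direction. At an FPKM of 0.1 or less in W22 there were 21, and without replicate 1 of the libraries labelled *nf-ya1* at 0 h 23. An exchange of libraries between the groups was argued against, since 0 of the 18 libraries lay closer to another group's mean than to their own. W22 RNA carried over into the libraries labelled *nf-ya1* would hide genes absent from the latter. At R2h it was argued against by 8 genes with 10 FPKM or more in the 3 W22 libraries and listed at 0 in the 3 libraries labelled *nf-ya1* (1 gene at 0 h and 2 at 1 h). By the same rule 12 genes at 0 h, 21 at 1 h and 22 at R2h were listed at 0 in the W22 libraries. This excess goes with carry-over, which stays open in part. Genomic segments that differ between the lines cannot be told apart from other causes, because the 12 genes with a gene set ID formed 0 adjacent pairs, as random sets did too. A variant of either line against the B73 reference was not tested, and the genotype itself stays open as a biological explanation.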

How the results depend on the processing

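The tests that exchanged the genotype labels within each time point or at both, that looked for W22 RNA carried over and that set neighbouring genes against the heat comparisons were chosen after the results were seen; the alternatives in this part were not. Counts of genes are compared with a factor of 1.5, families by the threshold of their test, and ratios by the spread between replicates. Where no reason is given, the cause was not tested. Groups induced or repressed by ZmNF-YA1 carry the paper's names, here and below. They stand for genes lower or higher under the *nf-ya1* label.

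Robust moderation, moderation without a trend and an adjusted p of 0.05 moved none of the gene counts of the 7 comparisons, the interaction, the 4 groups and the clusters by a factor of 1.5, and without a trend none of the family calls changed. An adjusted p of 0.05 raised the HSP20 genes higher at 1 h from 5 to 10 and the opposite calls of the 2 heat responses from 40 to 61. The numbers of the replicates do not pair libraries across groups, since the residuals of 45 pairs of libraries with the same number had a median correlation of −0.001 (−0.168 to 0.204, 2 pairs over 0.1). With the replicate number as a block (replicate block), 3302 genes were higher and 1106 lower at 0 h, and of the gene counts it moved the HSP20 genes lower at 1 h from 1 to 0 and the HSP70 genes higher at 0 h from 2 to 1. *ZmNF-YA1* passed both thresholds in *nf-ya1*/W22 at no time point under any alternative, and its log2 fold change at 0 h ranged from −0.93 to −0.51.

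With no filter on low values, HSP70 at 0 h passed the threshold (median −0.28; adjusted p 0.0335, from 0.0233 to 0.426 over the alternatives). With a pseudocount of 0.1, *nf-ya1*/W22 at 1 h had 2612 lower genes, and the group repressed by ZmNF-YA1 and heat had 1866. Cluster 7 had 1750 genes and 1 of the 12 correlations with *ZmNF-YA1* passed. With a pseudocount of 0.01, *nf-ya1*/W22 at 1 h had 3197 higher and 2707 lower genes, and the group repressed by ZmNF-YA1 and heat had 1992. Clusters 1, 2 and 7 had 679, 1366 and 1980 genes and 1 correlation passed. The genotype separation in the principal component analysis fell to 2.21, 2.16 and 2.16 at 0 h, 1 h and R2h.

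With a mean FPKM of at least 5, fewer genes were tested. *nf-ya1*/W22 had 1478 higher genes at 0 h, 1272 higher at 1 h and 547 higher and 363 lower at R2h. W22 R2h/0 h had 575 higher, *nf-ya1* 1 h/0 h 6169 lower and *nf-ya1* R2h/0 h 1303 lower genes, the interaction had 592 higher and 1723 lower, and cluster 1 had 447. The separation was 2.71 at 0 h and 2.76 at R2h. HSP90 at 0 h reversed to −0.52 and Cpn60 at 1 h to −0.13.

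With median-ratio scaling, *nf-ya1*/W22 at 1 h had 3159 higher genes, W22 1 h/0 h 2191 higher and 1770 lower, W22 R2h/0 h 544 higher, *nf-ya1* 1 h/0 h 3150 higher and 3103 lower, and the interaction 1718 higher and 1331 lower. The groups induced by ZmNF-YA1 and heat, repressed by both, induced by ZmNF-YA1 and repressed by heat, and repressed by ZmNF-YA1 and induced by heat had 447, 570, 327 and 439 genes, and clusters 1 and 7 had 694 and 467. HSP90 at 0 h reversed to −0.13, *JIH5* and *NIP2c* in W22 R2h/0 h to −0.03 and −0.15, and the correlation of *ASN3* with *ZmNF-YA1* in the libraries labelled *nf-ya1* to 0.021.

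With quantile normalization, *nf-ya1*/W22 at 0 h had 2053 higher and 1817 lower genes, W22 1 h/0 h 2033 higher and 1674 lower, W22 R2h/0 h 537 higher, *nf-ya1* 1 h/0 h 3097 higher and 2946 lower, and the interaction 1215 lower. The same groups had 515 (induced by ZmNF-YA1 and heat), 386 (repressed by both) and 385 genes (induced by ZmNF-YA1 and repressed by heat), and cluster 1 had 830. HSP90 reversed at 0 h (−0.23) and 1 h (−0.11), *JIH5* at R2h in *nf-ya1*/W22 (−0.03) and, with *NIP2c*, in W22 R2h/0 h (−0.05 and −0.11). Both scalings shift the median of all genes, which by construction changes the split of higher and lower genes.

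With only the groups compared in the fit, *nf-ya1*/W22 at 0 h had 2172 higher and 610 lower genes and *nf-ya1* R2h/0 h 895 and 1467. W22 1 h/0 h did not fall (1331 and 4763 against 1307 and 4674), so fewer samples to estimate the variance do not alone account for this. Both comparisons that fell hold the libraries labelled *nf-ya1* at 0 h, whose replicates correlated least (0.913 to 0.937). The fit of all libraries shares its variance over the groups, so its numbers there may be too high. There were 377 genes in the group induced by ZmNF-YA1 and repressed by heat and 832 in cluster 1. HSP70 at 0 h passed the threshold (−0.49; adjusted p 0.0471, from 0.0233 to 0.426 over the alternatives).

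Without a fold change threshold, *nf-ya1*/W22 had 5703 higher and 2007 lower genes at 0 h, 4276 lower at 1 h and 1461 lower at R2h. W22 1 h/0 h had 9152 lower, W22 R2h/0 h 2154 higher and 744 lower, and *nf-ya1* R2h/0 h 2832 higher and 4302 lower. The 4 groups had 702, 2610, 2314 and 555 genes and cluster 7 1885. With the treat test, which asks for more than a log2 fold change of 1, all of these numbers fell. *nf-ya1*/W22 had 899 higher and 190 lower genes at 0 h, 457 and 228 at 1 h and 177 and 83 at R2h. W22 had 560 and 874 at 1 h/0 h and 92 and 38 at R2h/0 h, *nf-ya1* 968 and 3731 and 362 and 670, and the interaction 134 and 195. The 4 groups had 34, 62, 36 and 29 genes and clusters 2 and 7 308 and 398.

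With an estimated correlation, camera no longer called HSP20 at 0 h (−1.09; adjusted p 0.319, from 5.21e-09 to 0.319), HSP20 at 1 h (0.34; 0.426, from 0.00421 to 0.426), HSP70 at 1 h (1.18; 0.0843, from 3.51e-07 to 0.0843) and DnaJ in W22 1 h/0 h (0.73; 0.182, from 0.00081 to 0.182). The fry test called 3 more, Cpn60 at 0 h (1.08; 5.76e-05, from 5.76e-05 to 0.426), DnaJ at 1 h (−0.29; 0.0491, from 0.0491 to 0.58) and HSP90 at 1 h (0.11; 0.0491, from 0.0491 to 0.605).

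Clusters from the genes of the 4 groups, which start from fewer genes, had 221, 299 and 221 genes for clusters 1, 2 and 7. Clusters from genes called in any of 7 comparisons had 1883 genes for cluster 2, and clusters on z-scores of FPKM means 862 and 1160 for clusters 1 and 2. Cluster 1 had no value under the treat test and under genes called in any of 7 comparisons, and cluster 6 none with the settings of the processing summary. Principal components of scaled genes gave separations of 2.19, 2.33 and 2.16. Without the 2 farthest libraries 2 correlations passed. Detection at an FPKM of 0.1 or less gave 21 genes.

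With 1 library left out in turn, genes lower in W22 R2h/0 h ranged from 279 (without replicate 1 of W22 at 0 h) to 469. The separation ranged from 2.31 to 2.89 at 0 h, from 2.39 to 3.53 at 1 h and from 2.34 to 3.13 at R2h. Genes listed at 0 in all W22 libraries ranged from 13 to 23, the most without replicate 1 of the libraries labelled *nf-ya1* at 0 h. HSP70 at 0 h ranged from −0.58 to −0.33 and passed the threshold without replicate 3 of W22 at 0 h, replicate 1 or 2 of W22 at R2h, or replicate 3 of the libraries labelled *nf-ya1* at 0 h. HSP90 at 0 h ranged from −0.07 to 0.07, and reversed without replicate 2 of W22 at 0 h (−0.04) or replicate 1 of the libraries labelled *nf-ya1* at 0 h (−0.07). *JIH5* in *nf-ya1*/W22 at R2h ranged from −0.02 (without replicate 3 of the libraries labelled *nf-ya1* at R2h) to 0.14. In W22 R2h/0 h *JIH5* ranged from −0.03 to 0.16, and reversed without replicate 1 (−0.03) or 3 (−0.02) of W22 at 0 h. *NIP2c* ranged from −0.11 to 0.21, and reversed without replicate 3 of W22 at 0 h (−0.11) or replicate 2 (−0.1) or 3 (−0.04) of W22 at R2h.

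Of the 12 Pearson correlations with *ZmNF-YA1*, 4 passed an adjusted p of 0.05, 6 with median-ratio scaling, 3 with quantile normalization and from 1 to 4 with 1 library left out. By rank (Spearman), only *bZIP100* in W22 passed (adjusted p 0.0369), with *JIH5* in W22 next (0.083). All of them run across 3 separate time groups and describe these only. The correlation of *JIH5* in the libraries labelled *nf-ya1* ranged from −0.054 to 0.264 with 1 library left out, and reversed without replicate 1 at 1 h (−0.029) or replicate 1 at R2h (−0.054).

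Of the values for single genes and gene sets, 2917 were the same by these measures under the alternatives, 64 were weaker, 28 stronger, 132 moved and 14 reversed. The depth of the libraries was alike in the 6 groups, so it sets no group apart, but reads per gene were not analysed here, and fold changes of genes near 0, such as *JIH5*, depend on the pseudocount.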

Differences from the paper's values

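The alternatives named here were all set before the data were examined, and 1 choice was changed at a time. An alternative closes a gap when a count falls within 1.5 times the paper's, or when a log2 fold change differs from the paper's by no more than the replicate SD. It is not a statement on the paper's method.

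Genes lower at 0 h in *nf-ya1*/W22 numbered 1129 against the paper's 2014; quantile normalization (1817) and no fold change threshold (2007) closed the gap, and the others did not. Genes higher at 1 h numbered 2046 against the paper's 4253. Pseudocounts of 0.1 (3046) and 0.01 (3197), median-ratio scaling (3159) and no fold change threshold (3017) closed this gap and the others did not. Genes higher at R2h numbered 1161 against the paper's 2446, which only no fold change threshold closed (1713). Genes lower at R2h numbered 699 against the paper's 1246, and an adjusted p of 0.05 (959) and no fold change threshold (1461) closed the gap, with no others.

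Of the sHSP genes, 20 were called higher in W22 after heat stress against the paper's 31; median-ratio scaling, quantile normalization and no fold change threshold (21 each) closed the gap and the others did not. The paper states a rise and no threshold for each gene, and 23 of the 31 were above 0. DnaJ genes called lower in the libraries labelled *nf-ya1* numbered 7 at 0 h against the paper's 15, a gap closed by quantile normalization alone (11). The paper states no threshold for each gene, and all 15 were below 0 at 0 h (−1.81 to −0.42). At 1 h genes called lower also numbered 7 against the paper's 15, and none of the alternatives closed the gap, while 11 genes were below 0.

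In Fig. 4, read by eye, the group induced by ZmNF-YA1 and heat had about 740 genes, against 291 here. Quantile normalization (515) and no fold change threshold (702) closed the gap and the others did not. The group repressed by ZmNF-YA1 and induced by heat had about 760 genes in Fig. 4, read by eye, against 241, a gap closed by no fold change threshold alone (555). Genes higher in W22 after heat stress numbered about 3100 in Fig. 4, read by eye, against 1307, and median-ratio scaling alone closed the gap (2191). Genes lower in W22 after heat stress numbered about 2900 in Fig. 4, read by eye, against 4674. A mean FPKM of at least 5 (3507), and leaving out replicate 1 of W22 at 0 h (4163) or replicate 1 of W22 at 1 h (4040), closed it and the others did not.

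The log2 fold change of *ASN3* at 0 h in *nf-ya1*/W22 was −2.99 against the paper's −4.31 in its supplement, and pseudocounts of 0.1 (−4.00) and 0.01 (−4.20) alone closed the gap. For *ASN3* in W22 1 h/0 h it was 5.54 against the paper's 6.39. Median-ratio scaling (6.13) and leaving out replicate 2 of W22 at 0 h (5.81) or replicate 1 of W22 at 1 h (5.87) closed the gap and the others did not. For *ASN3* in *nf-ya1* 1 h/0 h it was 3.26 against the paper's 5.39, which no alternative closed. For *ASN3* in *nf-ya1* R2h/0 h it was 5.97 against the paper's 7.2, closed by pseudocounts of 0.1 (7.07) and 0.01 (7.28) alone. The log2 fold change of *bZIP100* at 0 h was −0.80 against the paper's −1.28, closed by quantile normalization (−1.23) and by leaving out replicate 3 of the libraries labelled *nf-ya1* at 0 h (−1.03), and not by the others. For *bZIP100* it was 1.44 in W22 1 h/0 h against the paper's 2.36 and 0.96 in *nf-ya1* 1 h/0 h against the paper's 2.42, and none of the alternatives closed these gaps. Median-ratio scaling (2.03 and 1.89) and quantile normalization (1.80 and 1.92) came nearer.

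Over the genes with a mean FPKM of at least 5 in the copy of Table S2 used here (1996 of 15833 genes), the paper's log2 fold change minus the one here had medians of −0.27, 0.16 and 0.05 in *nf-ya1*/W22 at 0 h, 1 h and R2h. The medians were 0.71 for W22 1 h/0 h, −0.2 for W22 R2h/0 h, 1.13 for *nf-ya1* 1 h/0 h and 0.12 for *nf-ya1* R2h/0 h. After median-ratio scaling they were −0.11, −0.07, −0.01, 0.13, −0.02, 0.17 and 0.07 in this order.

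The paper states that the mutant line has no transcripts of *ZmNF-YA1*, whereas in the libraries labelled *nf-ya1* its mean FPKM was 15.6 at 0 h, 35.4 at 1 h and 10.4 at R2h. FPKM of a gene do not show whether its transcript was full-length. The paper also reports qRT-PCR in which the mutant had lower levels than the wild type before and after heat stress. It states that *GRF1* is induced by heat stress, whereas *GRF1* fell here (log2 fold change −1.5 in W22 and −1.33 in the libraries labelled *nf-ya1*, and −0.90 and −0.32 with median-ratio scaling). It states that sHSPs are lower in *nf-ya1* under heat stress, whereas their median was 0.34 at 1 h, and between 0.20 and 0.78 over the alternatives. The 21 sHSP genes raised by heat stress had a median of 0.15 with 9 below 0, and the 10 others 0.89. It states a larger response to heat stress in W22 for Cluster 1, whereas the medians here were 1.64 in W22 and 1.72 in the libraries labelled *nf-ya1*. W22 had the larger median under a fit of only the groups compared, no fold change threshold, clusters from the genes of the 4 groups and z-scores of FPKM. The last comes nearest to the paper, which states that FPKM were clustered, and gave 1.58 in W22 and 1.34 in the libraries labelled *nf-ya1*. The direction in Cluster 1 thus depended on the input of the clustering. No cluster matched Cluster 6 of Fig. 4 by the rule used here (highest in the libraries labelled *nf-ya1* at R2h), although clusters of 2196 and 1853 genes were lower after heat stress and higher under the *nf-ya1* label, which follows in part from their being highest in the libraries labelled *nf-ya1* at 0 h. A cluster that matched by the rule was found under pseudocounts of 0.1 and 0.01, a mean FPKM of at least 5, both scalings, no fold change threshold, the treat test, each of the 3 other ways of clustering, and without replicate 2 of the libraries labelled *nf-ya1* at R2h. It states more genes higher than lower at every time, whereas a mean FPKM of at least 5, no fold change threshold and leaving out replicate 1 of W22 at 1 h gave fewer at 1 h.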

Other observations

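The tests that exchanged the genotype labels within each time point or at both, that looked for W22 RNA carried over and that set neighbouring genes against the heat comparisons were chosen after the results were seen.

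*ZmNF-YA1* in the libraries labelled *nf-ya1* was 52.2% of the W22 mean in the lowest library at 0 h. A mislabelled library was argued against by the nearest group means, where 0 of 18 libraries lay closer to another group, so that no single exchange between the groups accounts for these values. A mixture of W22 RNA into libraries without *ZmNF-YA1* transcripts would set a floor of a like share under every gene that W22 expresses. Against this, 103 of 7712 genes with 10 FPKM or more in the 3 W22 libraries at 0 h lay under 26.1% of the W22 mean in all 3 libraries labelled *nf-ya1*. Where in *ZmNF-YA1* the reads fall relative to the Mutator insertion was not analysed here, so transcripts that start or end at the insertion stay open, as do reads shared with other members of the gene family.

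For each comparison of 3 libraries against 3, the design cannot give a share of splits under 0.1, so that the groups cannot be told apart from other splits by this test alone. In all 7 comparisons 1 of the 10 splits, the real one, gave as many genes called in 1 direction, for the higher and for the lower genes. The other splits called at most 3 genes in 1 direction at 0 h, 1 at 1 h and 1 at R2h for *nf-ya1*/W22, 2 and 1 for W22 1 h/0 h and R2h/0 h, and 8 and 65 in the libraries labelled *nf-ya1*. The genotype separation in the principal component analysis likewise had 1 of 10 splits with a ratio as large at each of the 3 time points. The family medians had 1 of 10 splits with a median of the same size, apart from HSP90 at 0 h (8 splits) and, at 1 h, DnaJ (3 splits), HSP90 (5 splits) and Cpn60 (7 splits). Of 100 draws of the 12 libraries at 0 h and 1 h, 4 gave as many genes higher after heat stress and lower in the libraries labelled *nf-ya1*, 2 as many lower after heat stress and higher under that label, 3 as many lower in both and 3 as many higher in both.

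More genes fell than rose in W22 after 1 h of heat stress. The few genes taking most of the counts explain little of it, since the median of all genes was −0.46 with the 20 highest genes of each library taken out of its total, and −0.33 with the 500 highest. Sequencing depth was alike (log2 ratio of clean reads −0.002). The medians of the 4 quartiles of mean FPKM lay within 0.03 of each other, which is consistent with 1 scale factor per library, and median-ratio scaling gave 2191 higher and 1770 lower genes. A change in the total amount of mRNA per leaf, which FPKM cannot show, stays open as well.

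At 0 h more genes were higher than lower in the libraries labelled *nf-ya1*. With the 20 highest genes of each library taken out the median was 0.19, and the log2 ratio of clean reads was −0.006. The medians of the quartiles of mean FPKM spanned 0.5, from 0.33 in the lowest quartile to −0.17 in the highest, which 1 scale factor per library would not give. The 500 highest genes taken out lowered the median to 0.03, with 2978 genes higher and 1810 lower. At 1 h the 20 highest genes taken out gave 2105 higher and 2184 lower genes, the 100 highest 2475 and 2167, and the 500 highest 3038 and 2103, so that higher genes were fewer than lower ones only with 20 taken out. A difference of genotype before heat stress stays open, untested.

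A further hypothesis was that genes called in 1 direction at all 3 times lie next to each other, as genomic segments that differ between the lines could give. Among 420 such genes with a gene set ID there were 18 adjacent pairs, against a median of 8 in 10000 random sets, of which 19 had as many. Sets of 420 genes from the heat comparisons, where no segments differ, had 10 (W22 1 h/0 h), 15 (W22 R2h/0 h), 18 (*nf-ya1* 1 h/0 h) and 13 (*nf-ya1* R2h/0 h). Differing segments cannot be told apart from neighbours that respond together, since a heat comparison gave as many pairs.

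The 6 Cpn60 genes of Fig. 6C had a median *nf-ya1*/W22 log2 fold change of 1.08 at 0 h (0.85 relative to all genes; adjusted p 0.149 camera, 0.426 estimated correlation, 5.76e-05 fry; 2 genes called higher, 3 over the list alone). At 1 h it was 0.07 (0.945, 0.961 and 0.46). After heat stress it was 1.90 in W22 (7.74e-08, 0.00941 and 2.54e-09; 4 genes called higher, 5 over the list alone) and 1.32 in the libraries labelled *nf-ya1*, and the difference of these responses was −0.96 (0.158, 0.323 and 0.000999). Median-ratio scaling and quantile normalization left the direction at 0 h unchanged (0.92 and 0.66). At R2h the *nf-ya1*/W22 medians were 0.51 for HSP20, −0.09 for DnaJ, 0.38 for HSP70, −0.02 for HSP90 and −0.25 for Cpn60.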
